# Pancreatic acinar cell fate relies on system x_C_^-^ to prevent ferroptosis during stress

**DOI:** 10.1038/s41419-023-06063-w

**Published:** 2023-08-21

**Authors:** Zhaolong Pan, Jan-Lars Van den Bossche, Eva Rodriguez-Aznar, Pauline Janssen, Olaya Lara, Gamze Ates, Ann Massie, Diedert Luc De Paep, Isabelle Houbracken, Marco Mambretti, Ilse Rooman

**Keywords:** Molecular biology, Pathogenesis, Diseases

## Abstract

Acinar cell dedifferentiation is one of the most notable features of acute and chronic pancreatitis. It can also be the initial step that facilitates pancreatic cancer development. In the present study, we further decipher the precise mechanisms and regulation using primary human cells and murine experimental models. Our RNAseq analysis indicates that, in both species, early acinar cell dedifferentiation is accompanied by multiple pathways related to cell survival that are highly enriched, and where *SLC7A11* (xCT) is transiently upregulated. xCT is the specific subunit of the cystine/glutamate antiporter system x_C_^-^. To decipher its role, gene silencing, pharmacological inhibition and a knock-out mouse model were used. Acinar cells with depleted or reduced xCT function show an increase in ferroptosis relating to lipid peroxidation. Lower glutathione levels and more lipid ROS accumulation could be rescued by the antioxidant N-acetylcysteine or the ferroptosis inhibitor ferrostatin-1. In caerulein-induced acute pancreatitis in mice, xCT also prevents lipid peroxidation in acinar cells. In conclusion, during stress, acinar cell fate seems to be poised for avoiding several forms of cell death. xCT specifically prevents acinar cell ferroptosis by fueling the glutathione pool and maintaining ROS balance. The data suggest that xCT offers a druggable tipping point to steer the acinar cell fate in stress conditions.

## Introduction

Acinar cell dedifferentiation and acquisition of a duct cell-like phenotype, also called acinar to ductal metaplasia (ADM), is a protective mechanism of pancreatic acinar cells, where losing their differentiated phenotype upon stress supports their survival [1, 2]. In fact, acinar cell dedifferentiation events are one of the main hallmarks of acute and chronic pancreatitis. This process is due to the high plasticity of acinar cells, and has a crucial role in pancreatic regeneration upon mild damage [1–3]. However, many studies have also demonstrated that dedifferentiated acinar cells, in contrast to fully differentiated acinar cells, are susceptible to oncogenic *KRAS* mutations, which may further give rise to pancreatic ductal adenocarcinoma (PDAC) [4–8]. Consequently, when in presence of the oncogene, acinar cell dedifferentiation is (at least partially) regarded as the initial step of PDAC development [9, 10]. Although this dynamic process is starting to be well described, the acinar cell fate under stress and the mechanism and regulation are not yet fully known. Therefore, a better understanding of how acinar cells cope with stress and can dedifferentiate could be of great help to study pancreatic tumorigenesis and develop a therapeutic intervention.

System x_C_^-^ is a cystine/glutamate antiporter which imports extracellular cystine in exchange for glutamate. The *SLC7A11* gene encoded xCT protein is its functional subunit. xCT is known to be closely involved in regulating redox homeostasis in many cells [11–13]. By transporting cystine into cells, it helps to maintain the availability of cysteine, which is necessary for the synthesis of glutathione, a potent antioxidant. Glutathione peroxidase 4 (GPX4) then utilizes glutathione as the substrate to scavenge reactive oxygen species (ROS) and thus prevents oxidative damage.

Dysregulation of cystine antiporter activity has been found to be associated with many diseases, including cancer. Interestingly, xCT expression is generally overexpressed in cancer cells, especially in pancreatic cancer [13]. This might be explained by the high metabolic rate and the need for ROS scavenging in these rapidly proliferating cells. Recent studies targeting xCT have been mainly focused on established tumors rather than tumor development, and xCT disruption was proven to cause ferroptosis in different types of cancer cells [14, 15]. Ferroptosis is a form of programmed cell death that is triggered by the accumulation of lipid peroxides in cells. It is also featured by the accumulation of iron, which leads to the production of ROS and the subsequent destabilization of cell membranes [16]. Ferroptosis is distinct from other forms of cell death (e.g., apoptosis) and can be reversed by a ferroptosis inhibitor (e.g., ferrostatin-1). Due to its antiporter function, xCT is generally known as a suppressor of ferroptosis [17, 18].

To date, apoptosis has been regarded as the main cause of cell death during the acinar cell dedifferentiation process [19], and our recent work confirmed that acinar cells during stress avoid apoptosis by induction of MECOM expression [20]. Based on an unbiased approach and considering data from primary human cells and murine cells, we now add that xCT is specifically upregulated in dedifferentiated acinar cells. We investigated the specific role of xCT in the acinar cell fate. Both in vitro and in vivo models underscore that, across the two species, xCT prevents pancreatic acinar cells from undergoing ferroptosis. By extension, we observe that the acinar cell dedifferentiation program is specifically tuned to avoid acinar cell death, a prerequisite for ADM.

## Materials and methods

### Primary cell culture

Healthy human donor pancreatic exocrine cells were obtained from the Beta Cell Bank of the JDRF Center for Beta Cell Therapy in Diabetes (Brussels, Belgium), affiliated to the Eurotransplant Foundation (Leiden, The Netherlands). Consent for the use of residual donor material for research was obtained according to local legislation. Human exocrine cells were cultured as previously [21, 22].

xCT+/+ mice (WT) and xCT−/− mice (KO) are high-generation descendants of the strain originally described by Sato et al. [23]. Exocrine cells were isolated from mice as previously [24].

### Cell death assay

Cell death assay was performed with IncuCyte® Cytotox Green Reagent (4633, Essen Bioscience) according to the manufacturer’s instructions. A final concentration of 1:4000 dilution in culturing medium was used. Cells were imaged by IncuCyte Zoom System (Essen Bioscience) and EVOS M7000 auto digital microscope (Thermo Fisher Scientific) applying Z-stack.

### Mouse experiments

Female xCT+/+ and xCT−/− mice at 8–12 weeks age were treated with 125 µg/kg body weight caerulein (Eurogentec) according to a protocol adapted from Grimont et al. [25]. Control mice received saline. Mice were sacrificed 8 h after the first injection. The mice used were littermates without abnormalities and therefore not randomized, but subsequent sample processing and analysis were carried out in a blinded manner. Experiments were approved by the Ethical Committee for Animal Testing at the Vrije Universiteit Brussel (#21-637-1).

### Lipid peroxidation detection

The lipid peroxidation detection was performed with BODIPY™ 581/591 C11 probe (D3861, Invitrogen). To detect the accumulation of lipid peroxide, BODIPY was added to the medium at a final concentration of 5 μM. DNA staining was performed simultaneously using Hoechst (H1399, Invitrogen, 1/500). The cells were incubated for 20 min at 37 °C, followed by twice washing with HBSS (14-175-095, Gibco). Images were acquired using an EVOS M7000 auto digital microscope (Thermo Fisher Scientific).

### Glutathione detection

The glutathione detection was performed with the GSH-Glo™ Glutathione Assay (V6911, Promega). The glutathione detection on single cell level was normalized by the cell viability (using CellTiter-Glo G7571, Promega), measured by the GloMax Discover Microplate reader (Promega).

### Statistics

Sample sizes were determined based on the type of sample, being at least three independent biological repeats for cell lines, three to six biological repeats for mouse primary cells, four to five biological repeats for human primary cells, and three to five independent biological repeats for mouse in vivo experiments. No samples or animals were excluded from the analysis. Statistical analysis was performed using Prism v9.5 (GraphPad Software) applying paired or unpaired two-tailed parametric Student’s t-test, or one-way or two-way ANOVA with Tukey’s multiple comparisons tests. No significant variance difference was noted between the groups that were being compared. The number of independent repeats is indicated as N. ns: non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

## Results

### xCT is transiently upregulated in human and mouse pancreatic acinar cells dedifferentiating under experimental stress conditions

While pancreatic acinar cells undergo dedifferentiation, they start to gain duct-like features. An experimental model recapitulating this process in vitro (with human or murine cells) was previously established in our lab [21, 22, 24] (Fig. 1a). When we profiled the transcriptome and compared the enriched pathways between mouse and human dedifferentiated acinar cells, we found multiple common pathways that were intertwined between cell differentiation and cell survival (Fig. S1a). 

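RNA was sequenced from acinar cells isolated from the pancreas of WT mice and kept in suspension culture, in 3 libraries at each of day 0, day 1 and day 4. The human cells of the comparison are not part of these data. Genes for digestive enzymes made most of the RNA of freshly isolated cells. The listed acinar enzymes took 77.1% ± 1.22 (SD, n = 3) of all counts at day 0, 67.3% ± 0.533 at day 1 and 12.9% ± 2.37 at day 4. Stress response genes rose from day 0 to day 1. All 15 heat shock chaperones, which help proteins refold, were higher at day 1 at an adjusted p under 0.05 from edgeR (15 higher when adjusted over the list alone). Among them, Hspb1 went from 13.7 ± 2.33 to 369 ± 28.7 CPM (counts scaled to library size, mean ± SD, n = 3) and Hsph1 from 12.6 ± 2.03 to 276 ± 36.8 CPM. Of 31 measured genes of the p53 pathway, 25 rose and 3 fell (25 and 3 when adjusted over the list alone). Gadd45a, a p53 target of the DNA damage response, had a log2 fold change of 6.24 (standard error 0.27, adjusted p = 3.1e-18 from edgeR's quasi-likelihood test). Interferon response genes rose in 19 of 21 measured cases and none fell (19 and 0 when adjusted over the list alone). Usp18, which restrains interferon signaling, went from 0.824 ± 0.375 to 37.5 ± 1.26 CPM (SD, n = 3). As groups, the heat shock genes (adjusted p = 3.3e-11), the p53 pathway (adjusted p = 1.2e-08) and the interferon response (adjusted p = 5.7e-09) were higher against all other genes in camera, a test of gene sets. With an estimated correlation between genes, the heat shock genes (adjusted p = 0.0109) and the p53 pathway (adjusted p = 0.00406) remained past the threshold and the interferon response did not (adjusted p = 0.0624 with an estimated correlation). Markers of other cell types fell over the same day: 9 of 9 measured fibroblast markers, 11 of 12 endothelial markers and 8 of 9 smooth muscle markers were lower at day 1, and none of them was higher (9, 11 and 8 when adjusted over the list alone). As groups these markers fell with camera's preset correlation and not with an estimated one: fibroblasts with an adjusted p = 7.7e-05 (adjusted p = 0.188 with an estimated correlation), endothelium 1.8e-04 (0.266) and smooth muscle 2.6e-04 (0.188).
The deposited counts, made by the authors with featureCounts 1.5.3 on GRCm38, hold 46603 genes. Total counts per WT library ranged from 12127474 to 14192071 at day 0 (median 12252386), from 13092204 to 14545420 at day 1 (median 14130246) and from 18459524 to 20135435 at day 4 (median 18837212). Counts were scaled by TMM, whose factors were 0.316 to 0.423 at day 0, 0.739 to 0.762 at day 1 and 2.76 to 3.09 at day 4. All 18 libraries, KO included, were fitted together over the 13203 genes that passed edgeR's filter on low counts. Of these, 3771 were higher and 3550 lower at day 1 than at day 0 in WT. Changes over time are relative to the median gene. Scaled by library totals, an alternative chosen after seeing the data, the median log2 fold change of all tested genes from day 0 to day 1 was 1.00, and 8168 genes were called higher and 943 lower.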

“Focal adhesion” and “Cell adhesion molecules” are linked with acinar cluster formation [21, 24]. 

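In the mouse cultures, most genes of focal adhesions and of epithelial cell junctions were higher at day 1 than at day 0. Cldn4, a tight junction claudin, went from 2.43 ± 0.0991 to 1889 ± 85.0 CPM (SD, n = 3), a log2 fold change of 9.60 (standard error 0.17, adjusted p = 6.3e-28 from edgeR). Zyx, the focal adhesion protein zyxin, went from 16.6 ± 2.45 to 246 ± 20.2 CPM. Itgb4, the beta 4 integrin of hemidesmosomes, went from 67.0 ± 2.45 to 381 ± 32.1 CPM, a log2 fold change of 2.51 (standard error 0.11, adjusted p = 1.2e-17 from the same test). Of 46 measured focal adhesion genes, 31 rose, 8 fell and 7 did not pass the test (31 rose and 8 fell when adjusted over the list alone). The members that fell included Tln2, talin 2, at a log2 fold change of -1.72 (standard error 0.14), and Myl9, a myosin light chain of contractile cells, at -5.12 (standard error 0.60). Myl9 had 83 counts over the 3 day 0 libraries and 5 over those of day 1, and markers of smooth muscle cells fell with it. Of 32 measured genes of epithelial cell adhesion, 22 rose, 5 fell and 5 did not pass (23 rose and 5 fell when adjusted over the list alone). Ocln, the tight junction protein occludin, rose by a log2 fold change of 2.45 (standard error 0.10), while the gap junction gene Gjb1 (-1.66, standard error 0.12) and the claudin Cldn10 (-1.51, standard error 0.17) fell. Against all other genes, focal adhesion genes were higher as a group (adjusted p = 2.1e-05 from camera), but not with an estimated correlation (adjusted p = 0.129 with an estimated correlation). The epithelial adhesion genes were higher under both (adjusted p = 6.7e-07 from camera, and 0.00406 with an estimated correlation). In GRCm38, Cldn4 (ENSMUSG00000047501) lies on chromosome 5 from 134945119 to 134946934 and Itgb4 (ENSMUSG00000020758) on chromosome 11 from 115974709 to 116008412.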

“MAPK signaling pathway”, “Hippo signaling pathway” and “Pl3K-Akt signaling pathway” are important pathways that can regulate acinar dedifferentiation and survival [26–30].

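Genes of the MAPK and Hippo lists moved mostly upward in the mouse cultures from day 0 to day 1, and those of the PI3K-Akt list moved in both directions. Dusp1, a phosphatase that switches off MAP kinases, went from 4.85 ± 2.93 to 51.1 ± 2.89 CPM (SD, n = 3) and Egfr, the receptor for EGF, from 18.3 ± 1.34 to 63.9 ± 3.32 CPM. Gadd45b, a stress-induced gene listed with the Hippo pathway targets, went from 2.25 ± 0.812 to 62.8 ± 4.51 CPM. Of 24 measured MAPK feedback genes and EGFR ligands, 16 rose, 2 fell and 6 did not pass the test (17 rose and 2 fell when adjusted over the list alone). Spry4, an inhibitor of MAPK signaling, fell by 3.35 on the log2 scale (standard error 0.64), and Spry1 was the other that fell. Of 19 Hippo pathway targets, 11 rose, 5 fell and 3 did not pass (11 rose and 6 fell when adjusted over the list alone). Ptpn14, a phosphatase that binds YAP, rose by a log2 fold change of 1.94 (standard error 0.13, adjusted p = 7.4e-14 from edgeR), while the receptor tyrosine kinase Axl (-2.10, standard error 0.39, adjusted p = 7.7e-05) and the kinase Nuak2 (-1.53, standard error 0.44, adjusted p = 0.00375) fell. In the PI3K-Akt list, 8 of 30 measured genes rose and 9 fell (8 and 9 when adjusted over the list alone). Ddit4, an inhibitor of mTORC1 signaling, rose by a log2 fold change of 3.70 (standard error 0.16) and Efna1, an ephrin ligand, by 4.21 (standard error 0.28). Pik3r1, the regulatory subunit of PI3K, fell by 2.27 on the log2 scale (standard error 0.15) and Akt1 fell by 0.71 (standard error 0.09), where scaling by library totals, chosen after seeing the data, put Akt1 at 0.28. As groups, the MAPK list (adjusted p = 1.6e-05 from camera, adjusted p = 0.0669 with an estimated correlation) and the Hippo list (adjusted p = 0.0388 from camera, adjusted p = 0.183 with an estimated correlation) were higher than the other genes with camera's preset correlation and not with an estimated one. The PI3K-Akt list did not pass (adjusted p = 0.709 from camera), with a median log2 fold change of -0.11 and a mean of 0.32. The 22 measured apoptosis effectors held 12 genes that rose and 1 that fell (12 and 1 when adjusted over the list alone; adjusted p = 0.00369 from camera, adjusted p = 0.0669 with an estimated correlation).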

**Fig. 1:**
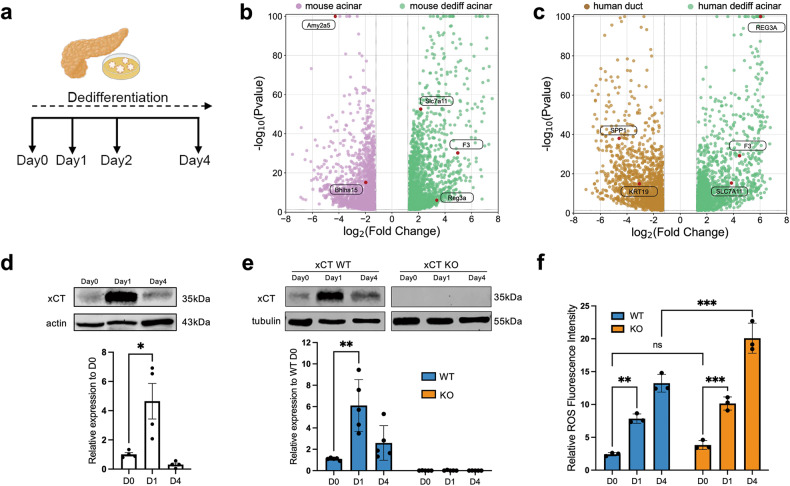
xCT is transiently upregulated in pancreatic dedifferentiating acinar cells. **a** Schematic representation of our in vitro model of human and mouse exocrine acinar and duct cells where acinar cells dedifferentiate and acquire ductal characteristics. **b** Volcano plot of most differentially expressed genes comparing mouse dedifferentiating exocrine cells at day 1 (right, green dots) and exocrine cells at day 0 (left, purple dots). Key genes were in red dots with name labels. **c** Volcano plot of most differentially expressed genes comparing human dedifferentiated acinar cells (right, green dots) and duct cells (left, brown dots). **d** Protein levels of xCT assessed by western blot in human exocrine cell cultures with quantification (Mean ± SD; *N* = 4; unpaired t-test). **e** Protein levels of xCT assessed by western blot in WT and KO mouse exocrine cell cultures with quantification (Mean ± SD; *N* = 5; unpaired t-test). **f** Relative ROS level assessed by Fluorometric Intracellular ROS Kit in WT/KO mouse exocrine cells at day 0 (D0), day 1 (D1), and day 4 (D4), respectively. Intensity represented in square root of normalized fluorometric reads (Mean ± SD; *N* = 3; two-way ANOVA with multiple comparisons).

Our recent work already pointed out MECOM as specifically induced in dedifferentiated acinar cells allowing escape from apoptosis [20]. RNA sequencing of the mouse dedifferentiated acinar cells compared to their fully differentiated counterpart confirmed loss of acinar differentiation markers such as *Amy2a5*, while *Reg3a* and *F3* indicate ongoing dedifferentiation [21, 31]. This analysis revealed an upregulation of *Slc7a11* which codes for xCT that has known roles in stress response and cell survival (Fig. 1b). Moreover, in human cell cultures that were previously profiled [20], xCT was also specifically expressed in the dedifferentiated acinar cell population (together with *REG3A* and *F3* expression) and not in the duct cells of the same cultures (which are featured by ductal markers *KRT19* and *SPP1*) (Fig. 1c). 

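Digestive enzyme genes and the transcription factors that keep acinar cells differentiated fell in the WT cultures within a day, and most dedifferentiation and pancreatitis markers rose. The amylase gene Amy2a5 went from 171 ± 11.5 CPM at day 0 to 10.6 ± 1.93 CPM at day 1 (SD, n = 3), a log2 fold change of -4.01 (standard error 0.22, adjusted p = 1.1e-10 from edgeR). Reg3a, a lectin secreted by the injured pancreas, went from 27.1 ± 10.7 to 255 ± 47.8 CPM, a log2 fold change of 3.24 (standard error 0.97, adjusted p = 0.0122 from the same test). F3, which encodes tissue factor, went from 0.631 ± 0.228 to 13.2 ± 2.91 CPM, a log2 fold change of 4.39 (standard error 0.53, adjusted p = 1.2e-06 from the same test). Of 30 measured acinar enzymes, 26 fell and none rose (26 fell when adjusted over the list alone; adjusted p = 1.2e-08 from camera, adjusted p = 0.203 with an estimated correlation). Rnase1, a secreted ribonuclease, fell by 2.57 on the log2 scale (standard error 0.17) and the zymogen granule protein gene Zg16 fell by 1.64 (standard error 0.14). Amylase genes are near copies of one another, so reads may be shared among them. Of 7 acinar transcription factors, 6 fell and none rose (6 fell when adjusted over the list alone; adjusted p = 0.00126 from camera, adjusted p = 0.105 with an estimated correlation). Bhlha15 (Mist1), which matures the secretory apparatus, went from 355 ± 52.7 to 71.5 ± 16.4 CPM, and Nr5a2, an activator of acinar genes, from 58.1 ± 9.06 to 16.4 ± 1.54 CPM. Rbpjl and Gata4 fell by 0.74 and 0.71 on the log2 scale, but stood at 0.24 and 0.28 with library totals, a scaling chosen after seeing the data. In the list of dedifferentiation and pancreatitis markers, 18 of 24 measured genes rose and 5 fell (19 and 5 when adjusted over the list alone; adjusted p = 3.5e-05 from camera, 0.0119 with an estimated correlation). This list holds Reg3a, which the study picked from these libraries. Krt8, a keratin of simple epithelia, went from 125 ± 14.6 to 2773 ± 200 CPM and the duct keratin Krt19 from 35.2 ± 2.82 to 502 ± 55.9 CPM. The trefoil factor gene Tff2 fell (log2 fold change -1.24, standard error 0.13), as did Mecom, from 16.3 ± 2.46 to 3.99 ± 1.31 CPM (log2 fold change -2.03, standard error 0.22, adjusted p = 6.2e-09 from edgeR). Among 13 duct markers, 4 rose and 6 fell (4 and 6 when adjusted over the list alone; adjusted p = 0.347 from camera). Amy2a5 (ENSMUSG00000074268) lies on chromosome 3 of GRCm38 from 113247178 to 113258837, Reg3a (ENSMUSG00000079516) on chromosome 6 from 78380709 to 78383827 and F3 (ENSMUSG00000028128) on chromosome 3 from 121723537 to 121735048. From the loss of Amy2a5 and the expression of Reg3a and F3, the paper reasons that the cells were dedifferentiating.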

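Slc7a11 rose in the WT cultures from 10.2 ± 0.857 CPM at day 0 to 70.4 ± 6.59 CPM at day 1 (SD, n = 3), a log2 fold change of 2.79 (standard error 0.14, adjusted p = 1.4e-16 from edgeR). Its partner in the transporter, Slc3a2, which encodes the heavy chain 4F2hc, had a log2 fold change of -0.16 (standard error 0.11, adjusted p = 0.218 from the same test), and 0.85 with library totals. Of the genes that make and recycle glutathione, Gclc, Gss and Gsr rose. Gclc, the catalytic subunit of the enzyme that joins cysteine to glutamate, went from 8.93 ± 2.05 to 126 ± 27.2 CPM, Gss, glutathione synthetase, from 6.29 ± 1.86 to 17.2 ± 0.319 CPM, and Gsr, glutathione reductase, from 12.0 ± 2.54 to 28.2 ± 1.57 CPM. Gclm, the modifier subunit, had a log2 fold change of 0.04 (standard error 0.14, adjusted p = 0.822 from edgeR) and Gpx4, which reduces lipid peroxides, had 0.13 (standard error 0.13, adjusted p = 0.407). In the whole list of glutathione metabolism, 8 of 51 measured genes rose and 20 fell (8 and 20 when adjusted over the list alone; adjusted p = 0.132 from camera), with a median log2 fold change of -0.07 and a mean of 0.05. In the list of NRF2 targets, which respond to oxidative stress, 16 of 27 measured genes rose and 2 fell (17 and 2 when adjusted over the list alone; adjusted p = 8.7e-05 from camera, adjusted p = 0.130 with an estimated correlation). Txnrd1, thioredoxin reductase, went from 24.8 ± 2.09 to 115 ± 9.14 CPM. In the ferroptosis list, 16 of 37 measured genes rose and 9 fell (16 and 9 when adjusted over the list alone; adjusted p = 0.117 from camera). Acsl4, which puts polyunsaturated fatty acids into membrane lipids, rose by a log2 fold change of 1.79 (standard error 0.19), and Sat1, a polyamine acetyltransferase, by 4.10 (standard error 0.15). The transferrin receptor gene Tfrc rose by 1.22 (standard error 0.36). The ferritin heavy chain gene Fth1 fell by 0.94 (standard error 0.11) and Acsl1 fell by 0.95 (standard error 0.13), whereas scaling by library totals, chosen after seeing the data, put Fth1 at 0.07 and Acsl1 at 0.03. Slc7a11 (ENSMUSG00000027737) lies on chromosome 3 of GRCm38 from 49892526 to 50443614, and its counts per library were 50, 48 and 49 at day 0 and 757, 618 and 830 at day 1.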

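The mouse arm of this comparison holds 14 genes that Fig. S1b shows as shared with human cells, so the study picked them from these libraries and the human data. All 14 were higher at day 1 than at day 0 in WT at an adjusted p under 0.05 from edgeR. Reg3g, a secreted lectin of the injured pancreas, had the most RNA of the 14 at day 1 and went from 13.2 ± 4.79 to 358 ± 68.8 CPM (SD, n = 3). Ugdh, which makes UDP-glucuronic acid, went from 6.41 ± 0.733 to 37.6 ± 5.52 CPM, and Fut2, a fucosyltransferase, from 0.353 ± 0.139 to 6.84 ± 2.17 CPM. Nccrp1, at a log2 fold change of 3.20 (standard error 0.35), and Kctd15, at 2.19 (standard error 0.57), were low at both times. Several other members had few or no counts at day 0. Anxa10, an annexin, had no count at day 0 and 62 over the 3 libraries at day 1, at least 9.55-fold higher when day 0 is set to the floor of 3 counts over the group. By the same floor, Fgg, a fibrinogen chain, was at least 8.94-fold higher, the granulocyte growth factor gene Csf3 at least 8.63-fold and the carboxypeptidase gene Cpa4 at least 6.16-fold. Fgl1 had 2 counts at day 0 and 43 at day 1, a ratio of 9.94 (95% counting interval 2.59 to 84.7), and Rgs16 had 3 and 35, a ratio of 5.39 (1.70 to 27.4). These intervals and floors cover counting error only. At the thresholds of Fig. S1b, a log2 fold change over 2.5 and an unadjusted p under 0.05, 538 mouse genes were higher at day 1, 12 of the 14 among them. Fitted fold changes of genes with no count at day 0 depend on edgeR's prior count. The genes with the highest fitted changes among those with at least 5 CPM included Sprr1a, a cornified envelope gene with 2 counts at day 0 and 13664 at day 1 (ratio 3158, interval 874 to 26078), and Cyp2b10, a cytochrome P450 that was at least 61.8-fold higher. Among the lowest were Sostdc1, a secreted BMP antagonist, which went from 59.2 ± 3.39 to 1.15 ± 0.661 CPM, and the water channel gene Aqp1, which went from 27.1 ± 8.82 to 0.247 ± 0.233 CPM.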

When we then compared the most upregulated genes in mouse and human dedifferentiated acinar cells, xCT (*Slc7a11)* stood out from 14 genes in common (Supplementary Table 1, Fig. S1b). Hence, we monitored the expression of xCT in exocrine cell cultures from five individual human donor samples. All of them showed a transient increase of xCT mRNA and protein expression at the early timepoint of acinar cell dedifferentiation (day 1) with a further decline as ADM develops (Fig. S2a, Fig. 1d).

In a parallel experiment with isolated pancreatic acinar cells from healthy xCT+/+ mice (WT) and xCT−/− mice (KO), the results mimicked those of the human cells with a transient xCT induction (Fig. S2b, Fig. 1e). The KO cells confirmed the specificity of measuring xCT at mRNA and protein level (Fig. S2b, Fig. 1e). During dedifferentiation, we observed significant increases in intracellular ROS levels, with higher levels (at day 4) in KO compared to WT (Fig. 1f). However, while xCT expression was decreased at day 4, ROS levels remained high.

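Between day 1 and day 4 of the mouse WT cultures, Slc7a11 fell, as did most acinar enzyme, heat shock and interferon genes, while most fibroblast markers rose. Slc7a11 stood at 38.5 ± 1.56 CPM at day 4 (SD, n = 3), a log2 fold change from day 1 of -0.87 (standard error 0.10, adjusted p = 2.0e-08 from edgeR). Of 30 measured acinar enzymes, 29 fell and none rose (29 fell when adjusted over the list alone; adjusted p = 6.0e-34 from camera, adjusted p = 0.0554 with an estimated correlation). Pnlip, pancreatic lipase, went from 111286 ± 8537 to 431 ± 62.4 CPM and the elastase gene Cela1 from 96566 ± 2463 to 684 ± 53.9 CPM. All 21 interferon response genes fell (21 when adjusted over the list alone; adjusted p = 1.6e-12 from camera, adjusted p = 0.0554 with an estimated correlation), and 13 of 15 heat shock chaperones fell while Hspa4l rose (13 and 1 when adjusted over the list alone; adjusted p = 2.4e-07 from camera, adjusted p = 0.0610 with an estimated correlation). Of 34 measured ATF4 targets and genes of the amino acid response, 27 fell and 2 rose (27 and 2 when adjusted over the list alone; adjusted p = 2.2e-10 from camera, adjusted p = 0.289 with an estimated correlation). Pycr1, which makes proline, went from 50.8 ± 1.98 to 5.84 ± 1.17 CPM, while the amino acid transporter genes Slc1a4 (log2 fold change 0.47, standard error 0.13) and Slc38a2 (0.51, standard error 0.10) rose. Slc3a2 fell by 1.28 (standard error 0.11). The ferroptosis list held 7 genes that rose and 10 that fell (7 and 10 when adjusted over the list alone; adjusted p = 0.407 from camera), among them Cp, the iron oxidase ceruloplasmin, which went from 21.6 ± 1.60 to 109 ± 4.51 CPM, and the autophagy gene Map1lc3b, which went from 100 ± 2.76 to 41.6 ± 3.03 CPM. Duct markers rose in 8 of 13 measured cases and fell in 3 (8 and 3 when adjusted over the list alone; adjusted p = 0.0603 from camera). Markers of fibroblasts rose in 8 of 9 measured cases (8 when adjusted over the list alone; adjusted p = 8.1e-05 from camera, adjusted p = 0.433 with an estimated correlation), with the collagen gene Col1a1 going from 2.25 ± 0.584 to 157 ± 22.7 CPM. In all, 3467 genes were higher and 3437 lower at day 4 than at day 1. These directions are relative to the median gene. With library totals, a scaling chosen after seeing the data, the median log2 fold change of all genes was 2.03, with 12204 genes higher and 300 lower, and Slc7a11 stood at 1.11, Slc3a2 at 0.70 and Map1lc3b at 0.71.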

To summarize, acinar cells under stress conditions in vitro show a transient upregulation of xCT. This suggests a functional role of xCT in early stress response.

### Genetic deletion of xCT causes ferroptosis in murine acinar cells under stress

As shown in previous studies, a key feature of primary pancreatic acinar cells under stress in vitro is their capability of cluster formation which is crucial for their survival and further dedifferentiation [22, 25]. While acinar cells from WT mice could successfully aggregate into compact clusters by day 4 of culture, xCT KO cells showed a significant reduction in cluster size (Fig. 2a, Fig. S3a). Furthermore, there was more debris present in KO cultures, which confirmed by Cytotox Green was due to more cell death (Fig. 2b). Whereas early apoptosis has been reported during acinar cell dedifferentiation, including in this experimental model [1, 20], we did not observe any differences in the levels of apoptosis marker, cleaved caspase 3 (CC3) between the WT and KO genotypes (Fig. 2c).

**Fig. 2:**
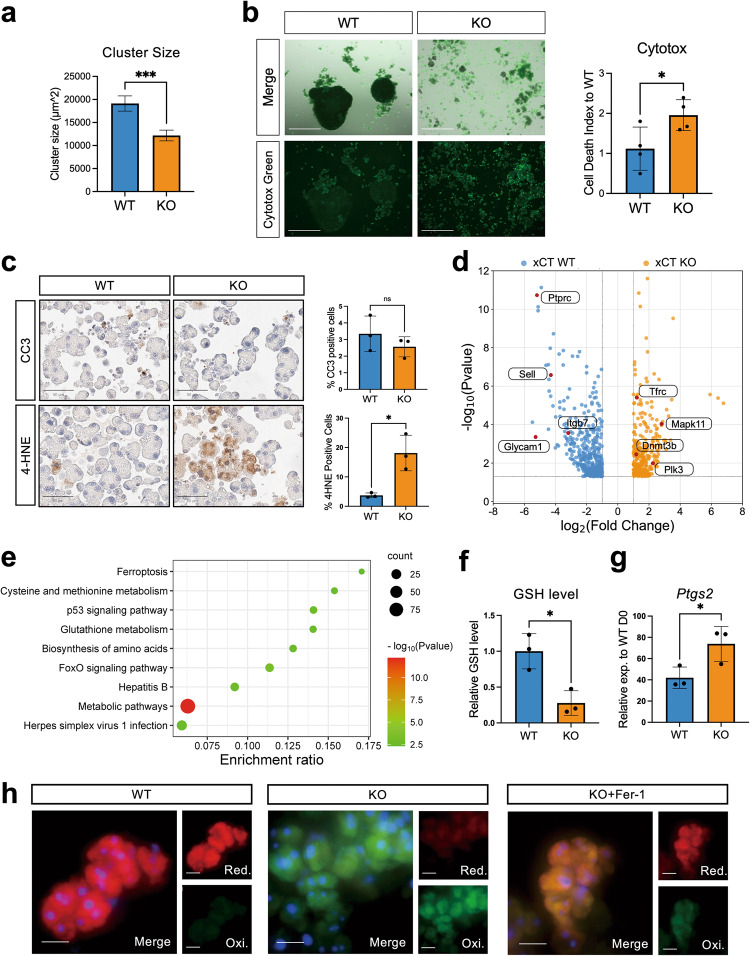
Genetic deletion of xCT causes ferroptosis in murine acinar cells under stress. **a** Quantification of cluster size of WT and xCT KO acinar cells (Mean ± SEM; *N* = 3; unpaired t-test). **b** Representative pictures with quantification of Cytotox Green (GFP) staining on xCT WT and KO mouse pancreatic acinar cells. Pictures were taken at day 4 of suspension culture by EVOS. The scale bar represents 600 µm. The cell death index was calculated by the ratio of GFP florescence intensity over cell viability and normalized to WT condition (Mean ± SD; *N* = 4; unpaired t-test). **c** Representative pictures of cleaved caspase 3 (CC3) and 4-Hydroxynonenal (4-HNE) adducts staining on WT and KO mouse acinar cell pellet sections at day 1 of suspension culture, respectively. The scale bar represents 50 μm. Quantification of each staining is shown next to the pictures (Mean ± SD; *N* = 3; unpaired t-test). **d** Volcano plot of most differentially expressed genes comparing xCT KO mouse acinar cells (right, orange dots) and xCT WT cells (left, blue dots) at day 0. **e** Bubble plot for pathways enriched with upregulated genes (*p* < 0.05) in KO cells at day 0 compared to WT. Pathway enrichment was performed and filtered by KOBAS software (*p* < 0.05). Count presents the number of genes enriched in a particular pathway. The enrichment ratio was calculated by the ratio of the number of genes enriched in a particular pathway to the total number of genes in this pathway. **f** Relative GSH level of WT and KO mouse acinar cells at day 1 of suspension culture (Mean ± SD; *N* = 3; unpaired t-test). **g** Relative mRNA expression of *Ptgs2* in WT and KO mouse acinar cells at day 1 of suspension culture (Mean ± S*D*; *N* = 3; unpaired t-test). **h** Representative pictures of C11-BODIPY staining for WT and KO acinar cells with or without Fer-1 treatment at day 1 of suspension culture. The red color represents reduced probe (Red.), indicating the basal level of lipid ROS. The green color represents oxidized form (Oxi.), indicating the accumulation of lipid ROS. The blue color is Hoechst dye which stains DNA. The scale bar represents 20 μm.

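Slc7a11 RNA was nearly absent from the KO libraries at every day. The 3 KO libraries of day 0 held 3, 6 and 1 counts of Slc7a11, against 50, 48 and 49 in WT. Those of day 1 held 15, 15 and 19 and those of day 4 held 23, 33 and 30. The KO mean was 0.657 ± 0.541 CPM at day 0 (SD, n = 3), 1.16 ± 0.265 at day 1 and 0.468 ± 0.0916 at day 4. At day 0, the log2 fold change of Slc7a11 in KO against WT was -3.98 (standard error 0.32, adjusted p = 3.7e-09 from edgeR). Acinar cells of WT and xCT KO mice at day 0, straight after isolation, were compared with 3 libraries of each genotype. Digestive enzyme genes took about as much of the RNA in both, 77.8% ± 1.13 (SD, n = 3) in KO. None of the 30 measured acinar enzymes passed edgeR's test in either direction (5 at an unadjusted p under 0.05, 0 called by DESeq2 and 0 by the likelihood ratio test, 0 when adjusted over the list alone; adjusted p = 0.417 from camera). Genes encoded in the mitochondrial genome took 0.908% ± 0.0430 of the counts in KO and 1.61% ± 0.305 in WT. Of the 13203 genes tested, 85 were higher and 70 lower in KO at an adjusted p under 0.05 from edgeR, of which 25 and 44 had a change of 2-fold or more. Without WT replicate 2 the 2 genotypes differed in 67 genes and without WT replicate 3 in 222. Fitted on the 6 day 0 libraries alone, 25 genes were higher and 41 lower in KO. Total counts ranged from 13184473 to 13307817 per KO library (median 13194568), and TMM factors from 0.363 to 0.439. The WT library of replicate 1 had no count of Xist, the RNA of the inactive X chromosome, and 6 counts of the Y-linked gene Ddx3y, while the other 5 libraries of day 0 held 86 to 146 counts of Xist and none of Ddx3y.

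**Figure D1:**
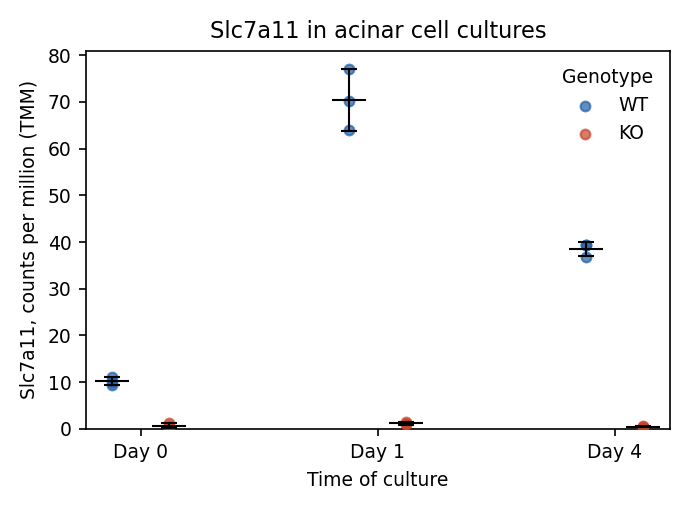
Slc7a11 in CPM (normalized by TMM) in each WT and KO library at day 0, day 1 and day 4, with the mean and SD of 3 libraries per group. The WT means stand at 10.2, 70.4 and 38.5 CPM, and the highest KO mean is 1.16 CPM.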

We thus resorted to RNAseq analysis comparing WT and KO acinar clusters at the earliest timepoint after the cells had undergone the stress of the isolation process (Supplementary Table 1). For WT cells, genes such as *Itgb7*, *Glycam1*, *Sell*, and *Ptprc*, which are essential for cell adhesion were upregulated compared to KO cells (Fig. 2d) [32, 33]. This was in line with our observation of their larger cluster size (Fig. 2a). 

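The named adhesion genes are genes of leukocytes and lymphoid vessels, and in WT they were seen at low counts that KO nearly lacked. Ptprc, the leukocyte antigen CD45, had 10, 9 and 36 counts in the 3 WT libraries and 0, 2 and 1 in KO, a ratio of 19.8 (95% counting interval 6.43 to 98.9). Its log2 fold change in KO against WT was -4.24 (standard error 0.92, adjusted p = 0.0156 from edgeR). Glycam1, a mucin made by high endothelial venules of lymph nodes, had 42, 0 and 1 counts in WT and none in KO, at least 15.5-fold higher in WT with the floor of 3 counts over the group, with 42 of its 43 counts in WT replicate 1. Itgb7, an integrin of gut-homing lymphocytes, had 6, 2 and 13 counts in WT and 0, 2 and 0 in KO, a ratio of 11.3 (2.77 to 99.7). The latter 2 genes did not pass edgeR's filter on low counts.
Genes of T and plasma cells were higher in WT too. All 4 measured T cell markers had fewer counts in KO, with 1 passing the test (4 when adjusted over the list alone; adjusted p = 8.9e-06 from camera, 0.00339 with an estimated correlation). Of 3 measured plasma cell markers, 2 were lower in KO (3 when adjusted over the list alone; adjusted p = 2.7e-07 from camera, 0.00339 with an estimated correlation). Of these 3 plasma cell markers, DESeq2 called 0 and the likelihood ratio test 3. Igha, the heavy chain of IgA, had 40, 19 and 113 counts in WT and 3, 3 and 0 in KO. Cd79a, a part of the B cell receptor, had 9, 16 and 23 counts in WT and none in KO, and the T cell receptor chain Cd3e had 3, 6 and 10 and none. Of 11 measured leukocyte adhesion genes, 2 were lower in KO and none higher (2 when adjusted over the list alone; adjusted p = 0.0369 from camera, adjusted p = 0.467 with an estimated correlation, 0.0163 in another split of the libraries). They were Ptprc and Itgb2, the beta 2 integrin of leukocytes, which went from 10.8 ± 1.75 CPM in WT to 5.13 ± 1.39 in KO (SD, n = 3). Itgb7 and Ptprc belong to this list and were picked by the study from these libraries. Among 32 measured genes of epithelial cell adhesion, 1 was higher in KO and none lower (3 higher and 1 lower when adjusted over the list alone; adjusted p = 0.626 from camera), and among 46 focal adhesion genes 1 was lower and none higher (1 higher and 2 lower when adjusted over the list alone; adjusted p = 0.941).

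**Figure D2:**
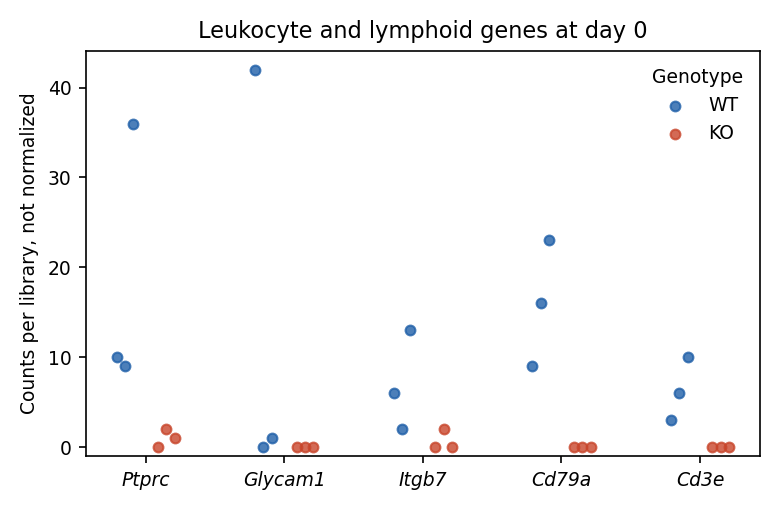
Counts of Ptprc, Glycam1, Itgb7, Cd79a and Cd3e in each of the 3 WT and 3 KO libraries of day 0. WT libraries hold up to 42 counts of a gene, and KO libraries hold 0 to 2.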

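Targets of ATF4, the transcription factor of the amino acid response, were among the genes that were higher in KO at day 0. Chac1, which degrades glutathione, went from 37.6 ± 26.8 CPM in WT to 200 ± 27.4 CPM in KO (SD, n = 3), a log2 fold change of 2.43 (standard error 0.34, adjusted p = 0.00535 from edgeR). Sesn2, a stress-induced inhibitor of mTORC1, went from 12.8 ± 0.606 to 33.6 ± 3.56 CPM, and Slc7a3, a transporter of cationic amino acids, from 12.3 ± 2.70 to 36.4 ± 6.17 CPM. Fgf21, a stress hormone of liver and pancreas, had a log2 fold change of 2.27 (standard error 0.31, adjusted p = 0.00304 from the same test) and Trib3, a pseudokinase that restrains ATF4, of 1.71 (standard error 0.34, adjusted p = 0.0185). Of 34 measured ATF4 targets and genes of the amino acid response, 14 were higher in KO and none lower (24 higher when adjusted over the list alone; adjusted p = 1.8e-22 from camera, adjusted p = 0.193 with an estimated correlation). Other splits of the same 6 libraries gave this list an adjusted p down to 6.9e-16 from camera. Among genes with a mean of at least 5 CPM and no overlap between the genotypes, the highest outside this list included the collagen chaperone gene Serpinh1 (log2 fold change 1.52, standard error 0.23), Reep6 (1.94, standard error 0.32), and Tmc5 (1.70, standard error 0.30). In the p53 list, 2 of 31 genes were higher and 1 lower (5 and 1 when adjusted over the list alone; adjusted p = 0.207 from camera). Tigar, a phosphatase that slows glycolysis, had a log2 fold change of 1.49 (standard error 0.28), and Casp9, an initiator caspase, of -0.57 (standard error 0.12). None of the 24 measured dedifferentiation and pancreatitis markers passed edgeR's test, 9 had an unadjusted p under 0.05, and DESeq2 called 3 and the likelihood ratio test 6 (5 higher and 1 lower when adjusted over the list alone; adjusted p = 0.143 from camera). Within this list, KO replicate 3 held 2254 counts of Reg3a and 4257 of Reg3g, while the other 5 libraries of day 0 held 62 to 177 and 49 to 105.
At the study's thresholds, a log2 fold change over 1 and an unadjusted p under 0.05, 144 genes were higher in KO and 345 higher in WT. In 5 of the 9 other splits of the 6 libraries, the smaller side held at least 144 genes at these thresholds, up to 176. With no filter on low counts, 248 genes were higher in KO.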

Meanwhile, 347 genes were highlighted to have higher expression in KO cells compared to WT. This KO gene set enriched for “Metabolic pathways” is suggestive of the metabolic changes in response to the genetic loss of the crucial amino acid transporter xCT (Fig. 2e). 

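Targets of ATF4 stood out among the genes that were higher in KO at day 0, while the lists of amino acid biosynthesis and aminoacyl-tRNA synthetases had 0 genes past the study's thresholds. Of the 144 genes higher in KO at the study's thresholds, 10 are in the list of ATF4 targets and amino acid response, against 0.371 expected (Fisher's exact test over the 13203 tested genes, adjusted p = 4.9e-11), a test that takes genes as independent and was chosen after seeing the data. They were Cebpb, Chac1, Ddit4, Fgf21, Gdf15, Jdp2, Sesn2, Slc7a3, Stc2 and Trib3. Ddit4 went from 13.0 ± 5.58 to 33.1 ± 2.19 CPM (SD, n = 3). Of 20 measured aminoacyl-tRNA synthetases, which load amino acids onto tRNA, 2 were higher in KO and none lower (8 higher when adjusted over the list alone; adjusted p = 5.0e-07 from camera, adjusted p = 0.409 with an estimated correlation, 5.5e-07 in another split of the libraries). Tars, for threonine, went from 57.2 ± 5.83 to 84.7 ± 7.76 CPM and Rars, for arginine, from 32.3 ± 6.47 to 52.4 ± 11.5 CPM. With no fold cut, 12 of the 20 were among the 934 genes higher in KO at an unadjusted p under 0.05, against 1.41 expected. Fisher's exact test, chosen after seeing the data and taking genes as independent, gave these an adjusted p = 1.5e-08. Slc38a2, a transporter of neutral amino acids, had a log2 fold change of 0.59 (standard error 0.10, adjusted p = 0.00244 from edgeR). Pck2, the mitochondrial enzyme that makes phosphoenolpyruvate, went from 156 ± 27.0 to 306 ± 46.2 CPM. Of 10 mitochondrially encoded genes, 7 were lower in KO and none was higher at an adjusted p under 0.05 from edgeR, with log2 fold changes of all 10 from -1.02 to 0.58. None of the 27 measured NRF2 targets passed edgeR's test, 2 had an unadjusted p under 0.05, and DESeq2 called 1 and the likelihood ratio test 0 (1 lower when adjusted over the list alone; adjusted p = 0.626 from camera). From the enrichment of metabolic pathways, the paper proposes that metabolism changed in response to the loss of xCT.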

Interestingly, “Ferroptosis”, together with “Biosynthesis of amino acid”, “Glutathione metabolism”, and “Cysteine and methionine metabolism” appeared also in the top enriched pathways. These pathways reflected the scarcity of intracellular cysteine and the possible involvement of ferroptosis in our KO cells. xCT had indeed been extensively studied in the frame of ferroptosis [17, 18].

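The 4 pathways were represented by lists of 36 to 60 measured genes, in which a few members were higher in KO at day 0. Cth, which makes cysteine from cystathionine, went from 27.1 ± 8.49 to 49.0 ± 10.3 CPM (SD, n = 3) and Psat1, of serine synthesis, from 96.1 ± 26.0 to 153 ± 34.1 CPM. Ncoa4, which carries ferritin to autophagy, went from 6.05 ± 1.12 to 11.2 ± 0.630 CPM. Gpx1, a glutathione peroxidase, was lower in KO, at 63.3 ± 9.17 against 95.3 ± 20.5 CPM. In the ferroptosis list, Ncoa4 was the 1 gene of 36 that was higher (log2 fold change 0.88, standard error 0.18, adjusted p = 0.0126 from edgeR) and none was lower (3 higher and 1 lower when adjusted over the list alone; adjusted p = 0.603 from camera). Tfrc, the transferrin receptor, had a log2 fold change of 1.37 (standard error 0.38) and did not pass, and Gpx4 had 0.29 (standard error 0.14, adjusted p = 0.354). In the list of biosynthesis of amino acids, 4 of 60 genes were higher and none lower (8 higher when adjusted over the list alone; adjusted p = 0.262 from camera). Besides Cth and Psat1, these were Aldh18a1, of proline synthesis (log2 fold change 0.40, standard error 0.09), and Gpt2, an alanine aminotransferase (0.58, standard error 0.13). Without WT replicate 1 this list passed the test (adjusted p = 0.0122 from camera). Among 51 genes of glutathione metabolism, 2 were higher and 1 lower (3 and 1 when adjusted over the list alone; adjusted p = 0.421 from camera), the higher ones being Chac1 and the glutathione transferase gene Gsta3, which went from 9.36 ± 3.86 to 18.9 ± 2.83 CPM. Gclc had a log2 fold change of 0.60 (standard error 0.28, adjusted p = 0.358 from edgeR), Gclm of 0.10 and Slc3a2 of 0.00. In the list of cysteine and methionine metabolism, Cth and Psat1 were the 2 of 39 genes that were higher and none was lower (3 higher when adjusted over the list alone; adjusted p = 0.0197 from camera, adjusted p = 0.409 with an estimated correlation). This call ended without WT replicate 3 (adjusted p = 0.182 from camera), and another split of the libraries gave 2.8e-04. Cth, Psat1, Aldh18a1, Gpt2 and Chac1 are also in the list of ATF4 targets and amino acid response, so these lists are not separate evidence from it. With no fold cut, Asns, Cbs and Shmt2 of amino acid biosynthesis are shared with it too. Among the 144 genes higher at the study's thresholds, glutathione metabolism held Chac1, Gpx8 and Gsta3 against 0.556 genes expected (Fisher's exact test, adjusted p = 0.122), ferroptosis held Tfrc (adjusted p = 0.980), and the other 2 lists held none. Among the 934 genes higher in KO at an unadjusted p under 0.05 with no fold cut, as in the caption of Fig. 2e, cysteine and methionine metabolism held 10 genes (adjusted p = 0.00194), biosynthesis of amino acids 10 (0.0399), ferroptosis 6 against 2.55 expected (adjusted p = 0.116) and glutathione metabolism 7 against 3.61 (adjusted p = 0.179), in a test chosen after seeing the data.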

For assessing ferroptosis, the level of protein adducts as a byproduct of lipid peroxidation is measured by staining for 4-Hydroxynonenal (4-HNE). KO cells showed a significantly higher presence of 4-HNE (Fig. 2c). In addition, KO clusters showed a significantly lower GSH level suggesting increased vulnerability to oxidative stress (Fig. 2f). Ptgs2, although it can be induced in many inflammatory processes, has been recently found as a downstream marker for ferroptosis [34, 35]. We observed that *Ptgs2* was significantly upregulated in KO cells (Fig. 2g). As final confirmation of the involvement of ferroptosis, the C11-BODIPY probe that measures lipid peroxidation by staining cells at the basal state in red and turning into green when oxidized, consistently showed WT clusters in red and KO clusters in green due to the higher presence of lipid ROS (Fig. 2h). Treating xCT KO cells with Fer-1 (ferrostatin-1, a specific ferroptosis inhibitor) could indeed partially reverse lipid peroxide accumulation (Fig. 2h). Furthermore, Fer-1 could significantly rescue the reduced cluster size caused by xCT deletion (Fig. S3a, b).

Together these results indicate that loss of xCT in acinar cells under stress induces the depletion of intracellular cysteine, which further impairs ROS scavenging ability. As a consequence, lipid peroxide (lipid ROS) accumulates and triggers ferroptosis.

### Genetic knockdown of xCT causes ferroptosis in a pancreatic acinar cell line

The mouse pancreatic acinar cell line 266-6 (CRL-2151) shows similarities to dedifferentiated acinar cells [20], including expression of xCT, and is thus a suitable model to study the consequence of xCT knockdown (KD). 2-Mercaptoethanol, which reduces cystine into cysteine, thus bypassing xCT [23], was added to the culture medium to maintain the viability of cells at the initial 24-h culture (Fig. 3a). Gene silencing for xCT was performed by transfection and knockdown was confirmed at mRNA and protein level (Fig. 3b, c).

**Fig. 3:**
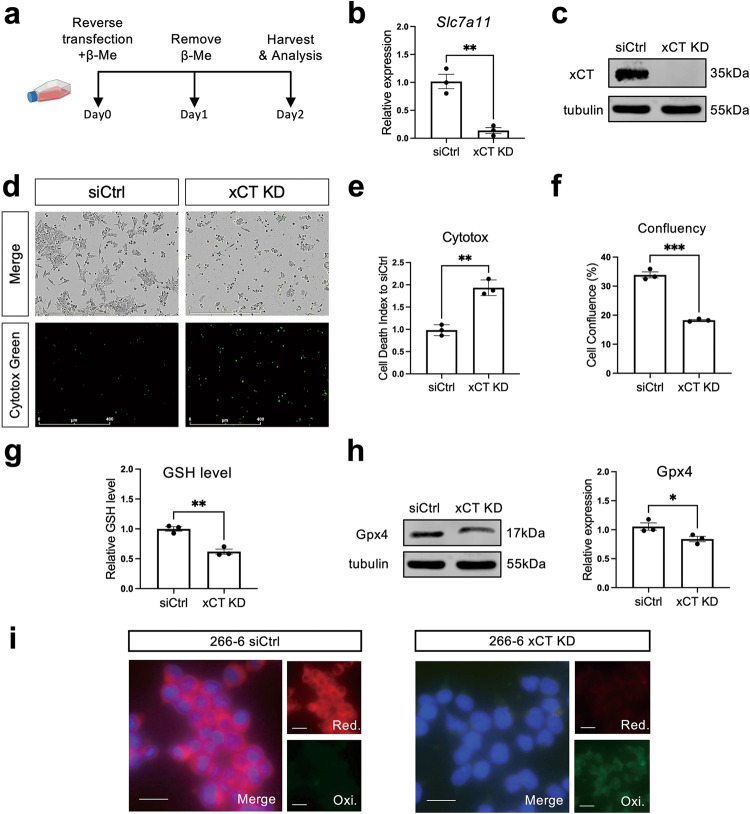
Genetic knockdown of xCT causes ferroptosis in a pancreatic acinar cell line. **a** Schematic demonstration of xCT knockdown (KD) mediated by siRNA in 266-6 cells. **b** mRNA levels of xCT assessed by qRT-PCR in 266-6 cells treated with scrambled siRNA (siCtrl) and xCT-siRNA (xCT KD) at day 2 after transfection (Mean ± SD; *N* = 3; unpaired t-test). **c** Protein levels of xCT assessed by western blot in siCtrl and xCT KD 266-6 cells at day 2 after transfection. **d** Representative pictures of phase contrast and Cytotox staining on siCtrl and xCT KD 266-6 cells, respectively. Pictures were taken at day 2 after transfection by IncuCyte. The scale bar represents 400 µm. **e** Quantification of cell death in siCtrl and xCT KD 266 cells. The cell death index was calculated by the ratio of Cytotox positive counts over cell confluency and normalized to siCtrl condtion (Mean ± SD; *N* = 3; unpaired t-test). **f** Quantification of cell confluency of siCtrl and xCT KD 266-6 cells at day 2 after transfection (Mean ± SD; *N* = 3; unpaired t-test). **g** Relative GSH level of siCtrl and xCT KD 266-6 cells at day 2 after transfection (Mean ± SD; *N* = 3; unpaired t-test). **h** Protein levels of Gpx4 with quantification assessed by western blot in siCtrl and xCT KD 266-6 cells at day 2 after transfection. **i** Representative pictures of C11-BODIPY staining of siCtrl and xCT KD 266-6 cells at day 2 after transfection. Red color represents reduced probe (Red.), indicating the basal level of lipid ROS. Green color represents oxidized form (Oxi.), indicating the accumulation of lipid ROS. Blue color is Hoechst dye which stains DNA. The scale bar represents 20 μm.

xCT KD cells showed a different morphology and there were more single cells, which is less common for 266-6 cell cultures (Fig. 3d). The xCT KD cells compared to control (siCtrl) showed significantly higher cell death index and lower cell numbers (Fig. 3d–f). To assess the incidence of ferroptosis due to the lack of cystine transport in the xCT KD cells, we examined the xCT-GSH pathway. In line with the primary cell cultures above, intracellular GSH level was slightly yet significantly reduced in our xCT KD cells (Fig. 3g). Intracellular GSH relies on glutathione peroxidase 4 (GPX4) to counteract oxidative stress and Zhang et al. showed that cysteine depletion causes decreased GPX4 protein level [36], which we confirm in the xCT KD cells where Gpx4 protein expression was significantly lower (Fig. 3h). Hence, the availability of antioxidant, as well as the ability of ROS scavenging, was impaired at the same time. Indeed, xCT KD 266-6 cells showed a higher accumulation of lipid peroxidation, as demonstrated with the C11-BODIPY probe, and as a consequence, triggered ferroptosis (Fig. 3i). Intriguingly, Fer-1 failed to rescue xCT KD cells though (data not shown).

In conclusion, loss of xCT can lead to ferroptosis in a partially differentiated pancreatic acinar cell line. Consistently, xCT is crucial for maintaining GSH level, thus impacting the cell fate of dedifferentiated acinar cells by avoiding ferroptosis.

### Pharmacological inhibition of xCT leads to ferroptosis in a pancreatic acinar cell line

Since xCT genetic silencing induced ferroptosis in 266-6 cells, two pharmacological inhibitors were tested to see if they provoked similar effects. Sulfasalazine (SAS) is an FDA-approved pre-drug for rheumatoid arthritis and its activity of inhibiting xCT was discovered in recent years [37]. Erastin specifically binds to xCT and is widely known as an efficient xCT inhibitor and an inducer of ferroptosis [16].

After 24-h treatment of 266-6 cells with SAS or erastin, we observed significant increases of cell death and decreases of cell confluence (Fig. 4a, b and Fig. S3c for endpoint analysis, Fig. 4g–l for analysis over time). Similar to xCT KD cells, cells treated with xCT inhibitors showed reduced GSH level (Fig. 4c), decreased Gpx4 protein expression (Fig. 4d, e), and a predominant increase of lipid peroxidation (Fig. 4f). In almost every analysis, erastin effects were stronger than those of SAS. Erastin can trigger ferroptosis by targeting multiple molecules including xCT, anion channel and p53, thus making it a potent ferroptosis inducer [38, 39]. This may also explain why it showed stronger effect than xCT KD. The addition of ferroptosis inhibitor Fer-1 fully rescued the cell death and impaired cell confluency in presence of either of two xCT inhibitors (Fig. 4b, g, j). Moreover, introducing N-acetylcysteine (NAC), which functions as an antioxidant refilling the GSH level, also fully restored impaired cell number in both SAS and erastin-treated conditions (Fig. 4h, k) while the apoptosis inhibitor Z-VAD-FMK showed no rescue effect (Fig. 4i, l). Besides, we tested SAS or erastin in human exocrine suspension cultures and observed significant reductions in cluster size upon both xCT inhibitors treatment (Fig. S3d).

**Fig. 4:**
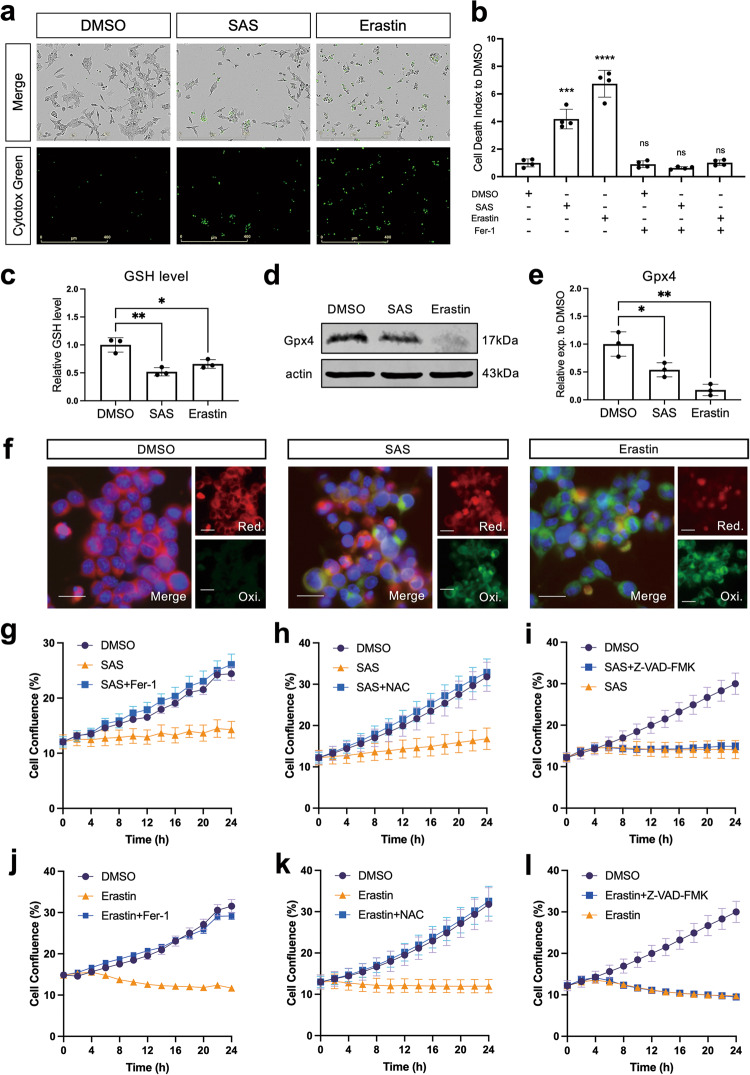
Pharmacological inhibition of xCT leads to ferroptosis in a pancreatic acinar cell line. **a** Representative IncuCyte pictures of phase contrast and Cytotox staining on 266-6 cells treated for 24 h with DMSO (0.05%), SAS (400 μM), or erastin (2.5 μM). The scale bar represents 400 µm. **b** Quantification of cell death in xCT inhibition and Fer-1 rescue conditions. The cell death index was calculated by the ratio of Cytotox positive counts over cell confluency and normalized to DMSO condition (Mean ± SD; *N* = 4; unpaired t-test compared to DMSO control). **c** Relative GSH levels of 266-6 cells in DMSO, SAS, and erastin conditions after 24 h of treatment (Mean ± SD; *N* = 3; unpaired t-test). **d**, **e** Protein levels of Gpx4 with quantification assessed by western blot in 266-6 cells in DMSO, SAS, and erastin conditions after 24 h of treatment (Mean ± SD; *N* = 3; unpaired t-test). **f** Representative pictures of C11-BODIPY staining of 266-6 cells in DMSO, SAS, and erastin conditions after 24 h of treatment. Red color represents reduced probe (Red.), indicating the basal level of lipid ROS. Green color represents oxidized form (Oxi.), indicating the accumulation of lipid ROS. Blue color is Hoechst dye which stains DNA. The scale bar represents 20 μm. **g**–**l** Cell confluency over time of 266-6 cells in DMSO, SAS, or erastin conditions rescued with or without Ferrostatin-1 (Fer-1), N-acetylcysteine (NAC) or Z-VAD-FMK, respectively (Mean ± SEM; *N* = 3).

Taken together, pharmacological xCT inhibition can cause ferroptosis in the pancreatic acinar cell context making it a druggable target.

### xCT prevents lipid peroxidation in caerulein-induced acute pancreatitis in mice

Acinar cell dedifferentiation and ADM are typical events of acute pancreatitis [1, 22]. Acute pancreatitis can be experimentally modeled by repetitive injections of caerulein (Fig. 5a) [20, 25].

**Fig. 5:**
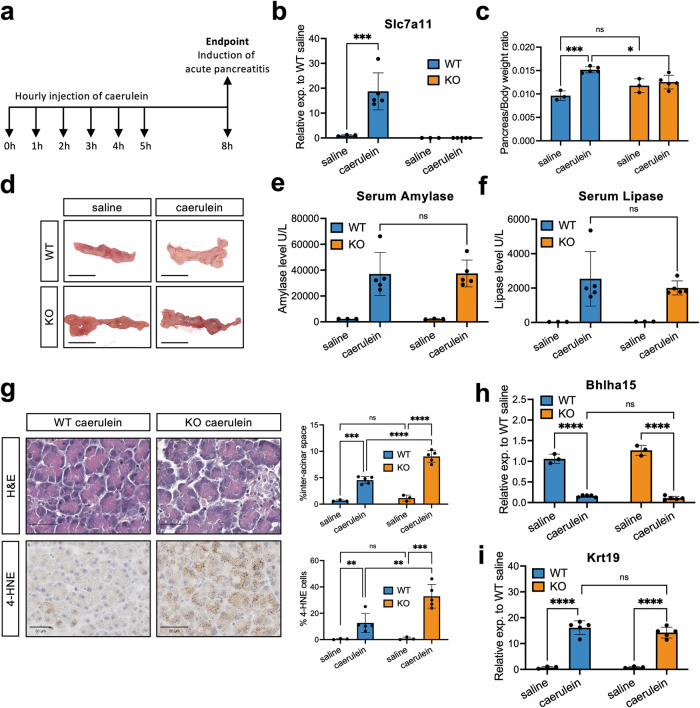
xCT prevents lipid peroxidation in caerulein-induced acute pancreatitis in mouse. **a** Schematic representation of injection of caerulein for inducing pancreatitis in mouse. **b** mRNA levels of xCT assessed by qRT-PCR in saline/caerulein treated xCT WT/KO mouse pancreatic tissue (Mean ± SD; each dot represents an individual mouse; for saline groups, *N* = 3; for caerulein groups, *N* = 5; two-way ANOVA with multiple comparisons). **c** Quantification of pancreas/body weight of saline/caerulein treated xCT WT/KO mice (Mean ± SD; *N* = 3 or 5; two-way ANOVA with multiple comparisons). **d** Representative pictures of the isolated mouse pancreas. The scale bar represents 1 cm. **e**, **f** Serum amylase and lipase levels in saline/caerulein treated xCT WT/KO mice, respectively (Mean ± SD; *N* = 3 or 5; two-way ANOVA with multiple comparisons). **g** Representative pictures of H&E staining and 4-HNE adducts staining. The scale bar represents 50 μm. Quantification of inter-acinar space percentage and quantification of 4-HNE positive cells in saline/caerulein treated xCT WT/KO mouse pancreatic tissue are shown next to the pictures (Mean ± SD; *N* = 3 or 5; two-way ANOVA with multiple comparisons). **h**, **i** mRNA levels of *Bhlha15* (Mist1) and *Krt19* assessed by qRT-PCR in saline/caerulein treated xCT WT/KO mouse pancreatic tissue (Mean ± SD; *N* = 3 or 5; two-way ANOVA with multiple comparisons).

In line with the in vitro observations and assessment of public data (Fig. S4) [40], 6-h caerulein treatment significantly elevated xCT expression in WT mouse pancreas (Fig. 5b). While caerulein caused an increase in pancreas/body weight ratio in WT mice, xCT KO mice showed a macroscopically less swollen pancreas and no increase of this ratio (Fig. 5c, d). The swelling is likely due to edema, a typical feature of acute pancreatitis. Although the caerulein treatment effect was evident on serum amylase and lipase, there was no difference between the genotypes at this timepoint (Fig. 5e, f). At the histological level, effects are variable from lobe to lobe, but overall, more acellular inter-acinar spaces are present in the xCT KO mice suggesting cell shrinkage or cell death (Fig. 5g). More expression of 4-HNE in KO mice confirmed that xCT KO acinar cells were showing more lipid peroxidation (Fig. 5g). We also observed more presence of Acsl4 (Fig. S5a, b) and a trend of higher *Ptgs2* expression in KO tissues (Fig. S5c), supporting the increase of lipid peroxidation [41].

Besides, we compared the expression of acinar differentiation markers (*Bhlha15* and *Amy2*, encoding for Mist1 and amylase, respectively), and ductal differentiation markers (*Krt19* and *Sox9*, encoding keratin 19 and the transcription factor Sox9, respectively). None of the markers showed significant differences between genotypes (Fig. 5h, i and Fig. S5d, e).

In conclusion, in mouse acute pancreatitis, xCT plays a specific and critical role in attenuating lipid peroxidation of acinar cells that undergo dedifferentiation.

## Discussion

The strategy of pancreatic acinar cells to respond to stress consists of utilizing their widely reported plasticity and ability to dedifferentiate [2, 42]. Previously in our lab, we managed to identify a transcription factor (MECOM/*Evi-1*) that suppresses apoptosis during this process [20]. The present study further reveals that xCT, the functional unit of the cystine/glutamate antiporter system x_C_^-^, is upregulated typically in acinar cells thereby suppressing ferroptosis. Of note, xCT is only transiently upregulated and starts to decline after day 1. 

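By RNA sequencing of the mouse WT cultures, the peak of Slc7a11 at day 1 was seen with 3 ways of normalizing it, and not with library totals. As a ratio to Hprt, the reference gene of the study's RT-qPCR and a normalization chosen after seeing the data, Slc7a11 counts stood at 0.689 ± 0.0770 at day 0, 3.00 ± 0.256 at day 1 and 1.32 ± 0.0281 at day 4 (SD, n = 3). In the authors' deposited FPKM values, normalized by full quantile, it stood at 1.01 ± 0.171, 6.62 ± 1.03 and 3.31 ± 0.0605. With counts normalized by TMM, all 3 day 1 libraries, at 63.9 to 77.1 CPM, lay above the day 4 libraries, at 36.7 to 39.4, and these above the day 0 libraries, at 9.47 to 11.2. An exact 2-sided permutation test gives p = 0.1 for each pair of days, the smallest p that 3 libraries against 3 allow. As a share of all counts, with no correction for the loss of acinar enzyme RNA, Slc7a11 took 3.83 ± 0.264 CPM at day 0, 52.7 ± 5.79 at day 1 and 114 ± 11.0 at day 4. Its log2 fold change in KO against WT was -5.93 (standard error 0.16, adjusted p = 3.1e-22 from edgeR) at day 1 and -6.35 (standard error 0.15, adjusted p = 1.9e-24) at day 4.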

We presume reduced xCT might be due to the upregulated p53, which is known to negatively regulate xCT [43]. Indeed, Pinho et al. showed p53 protein upregulation over acinar culture [44], therefore xCT transcription may be repressed.

During the early phase of dedifferentiation, intracellular ROS levels increase together with xCT upregulation. However, as dedifferentiation further develops and xCT starts to decline, ROS levels remain high. Recent studies suggested ROS as an inducer of acinar cell dedifferentiation [45, 46]. Minati et al. who used the same model also showed elevated ROS levels on day 3 compared to day 1, which confirmed our observation [47]. To decipher whether mitochondrial ROS is involved when xCT is absent, we performed Seahorse ATP production rate assay. A similar metabolic phenotype of WT and KO dedifferentiating acinar cells is revealed (Fig. S2c–e), indicating that other compartments (e.g., cytoplasm, endoplasmic reticulum, peroxisome, etc.) rather than mitochondria might contribute to the higher trends of overall ROS in KO cells. It should be noted that it was technically impossible to measure mitochondrial ROS directly in our cell system though.

It was identified recently that ferroptosis is a form of programmed cell death distinct from apoptosis. Ferroptosis is characterized by the accumulation of iron and lipid peroxides, which leads to the destruction of cell membranes and eventual cell death [16, 17]. The link between xCT and ferroptosis has been widely studied in the context of cancer cells, including PDAC cells. With high RAS activation due to mutations that render KRAS constitutively active, xCT transcription can be promoted to meet the need for cancer cell homeostasis [13]. Daher et al. demonstrated that xCT ablation in PDAC cell lines induces ferroptosis via both nutrient and oxidative stress [48]. Badgley et al. showed that genetic deletion of xCT in mouse pancreas induces tumor-selective ferroptosis [14]. Where most studies of xCT in the pancreas thus focused on restraining tumor growth, our study provides insights that xCT is a critical element in non-cancer tissue homeostasis, more specifically in the protection of pancreatic acinar cells when experiencing stresses such as those in (experimental) pancreatitis. Also here, there is concurring activation of Ras signaling and, these are exactly the conditions known to favor pancreatic cancer initiation as the acinar cells dedifferentiate making them more susceptible to transformation [6, 9, 24, 27].

While other studies also started implicating ferroptosis as important in pancreatitis/ADM in mouse models [49–51], we here also add evidence with human pancreatic acinar cells, underscoring the relevance of the observations in patients. Thus far it is the only way to gain insights into these critical very early events in human pancreatitis.

Ferrostatin-1, as a ferroptosis inhibitor, is believed to function as a radical-trapping antioxidant that counteracts lipid ROS [52]. However, in ferroptotic cells, lipid hydroperoxides can also accumulate via lipoxygenase, on which Fer-1 has little inhibition potency [52]. This may explain why Fer-1 only showed a partial rescuing effect on mouse dedifferentiating acinar cells. Interestingly, Badgley et al. showed that Fer-1 could significantly but also only partially rescue lipid peroxidation in human PDAC cell lines [14]. While Fer-1 fully rescued cell death in xCT pharmacologically inhibited 266-6 cells, we also observed that Fer-1 failed to rescue our xCT KD cells. This suggests that genetic depletion and pharmacological inhibitions of xCT may vary in terms of triggering ferroptosis. Sato et al. found similar results that Lip-1 could only rescue lipid peroxidation but not cell cycle arrest in xCT KO melanoma cells [53]. Hu et al. discovered that inhibition of xCT in lung cancer cells, despite decreasing GSH level and increasing ROS, did not necessarily lead to ferroptosis, but instead resulted in apoptosis [54]. On the one hand, we propose that complete pathway validation, rather than solely individual measurements such as lipid peroxidation (which is also elevated in non-canonical pyroptosis [55]) should be regarded for calling “ferroptosis”. On the other hand, we should keep vigilant in comparing pharmacological inhibitors versus xCT genetic KO/KD models, next to the possible differences in cell types, mutational context, etc.

We observed that while the pancreas from xCT KO mice did not show obvious abnormalities compared to WT in the healthy condition, the external stress caused by caerulein led to more lipid peroxidation in the xCT KO acinar cells. Whereas WT and KO mice both showed typical features of pancreatitis (e.g., serum amylase/lipase or gene expression changes in acinar and ductal genes), WT mice showed more swollen pancreas which might be due to edema (Fig. 5d). Since macrophage is one of the main sources of cytokines (e.g., IL-1β) during early inflammation, and xCT is associated with cytokine changes and macrophage function [56–58], less edema in KO pancreas could possibly be explained by less or delayed macrophage infiltration. Nevertheless, the pancreas did not reduce in size, and at the cellular level, cell differentiation markers did not differ between the xCT KO cells and their WT counterparts (Fig. 5h, i and Fig. S5d–g). One reason for less explicit phenotypes in vivo than in vitro is the fact that different lobes of the pancreas respond heterogeneously to caerulein, which is often seen but underreported [25, 59]. This may mask lobe-specific events in a context of huge changes in gene/protein expression. Nevertheless, we believe that these findings uncouple the processes of cell survival and differentiation with a prominent role of xCT specifically in the former.

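In the mouse cultures, up to 5 of 36 ferroptosis genes differed between KO and WT at any day. They act in iron storage, autophagy, lipid remodeling and stress signaling. At day 1, Trp53, the gene of p53, was the 1 gene of 36 that was higher in KO, at 32.6 ± 2.22 against 23.1 ± 2.60 CPM in WT (SD, n = 3), and none was lower (1 higher and 1 lower when adjusted over the list alone; adjusted p = 0.954 from camera). At day 4, 1 of 36 genes was higher and 4 were lower (1 and 4 when adjusted over the list alone; adjusted p = 0.281 from camera). Sat1 was higher in KO at day 4, at 82.1 ± 7.21 against 61.4 ± 5.78 CPM. Of the lower genes, Fth1, which stores iron, stood at 234 ± 8.08 CPM in KO against 308 ± 10.1 in WT, the mitochondrial channel gene Vdac2 at 85.1 ± 3.96 against 112 ± 3.61, and the autophagy gene Map1lc3a at 15.0 ± 0.595 against 20.4 ± 1.00. The fourth was Lpcat3, which remodels membrane phospholipids (log2 fold change -0.30, standard error 0.10). Slc7a11, deleted in KO, is left out of the list here. For a change in the difference between KO and WT, camera gave this list an adjusted p = 0.569 from day 0 to day 1 and an adjusted p = 0.200 from day 0 to day 4. In glutathione metabolism at day 4, 9 of 51 measured genes were lower in KO and none higher (13 lower when adjusted over the list alone; adjusted p = 1.4e-04 from camera, 0.0436 with an estimated correlation, 9.5e-05 in another split of the libraries). Gsto1, a glutathione transferase, stood at 36.9 ± 2.33 CPM in KO against 53.5 ± 3.63 in WT, and G6pdx, which makes NADPH, at 21.9 ± 0.427 against 32.2 ± 4.30. All 9 measured fibroblast markers were lower in KO at the same day.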

We also realize that there is a lower dependency on xCT as ADM further develops since we observed that xCT expression was much lower in human ductal cells than acinar cells early in their dedifferentiation process, and there is a declining enrichment score of ferroptosis when ADM progresses (Fig. S1c). This further suggests that the survival response is a critical gatekeeper. When overcoming ferroptosis, acinar cells can dedifferentiate. More elegant experimental models, including inducible models that also allow assessment at the single cell level, should be designed to decipher these stages in detail. Such future studies should also take into account heterogenous subsets of acinar cell populations [60]. In addition, intrinsic compensatory mechanisms can often be noted in constitutive KO models. For example, the presence of intercellular cysteine shuttle between neighboring cells could provide some protection against ferroptosis in the xCT KO mice [61]. It is also worth noticing that genes involved in FoxO signaling pathway (such as *Plk3* and *Mapk11*) were highly expressed in xCT KO cells (Fig. 2d, e). 

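At day 0, Pck2 and Ccnd2 of the FoxO list were higher in KO, while Plk3 and Mapk11 had low counts in every library. Plk3, a stress-induced kinase, had 6, 6 and 4 counts in the KO libraries and 1, 3 and 5 in WT, a log2 fold change of 0.72 (standard error 0.65, adjusted p = 0.691 from edgeR). Mapk11, which encodes p38 beta, had 0, 15 and 4 counts in KO and 0, 0 and 3 in WT, a ratio of 5.87 (95% counting interval 1.73 to 31.0), with 15 of the 19 KO counts in replicate 2. Its log2 fold change was 2.55 (standard error 1.16, adjusted p = 0.345 from the same test). Pck2, which lies on chromosome 14 of GRCm38 from 55540266 to 55550017, had a log2 fold change of 0.98 (standard error 0.12, adjusted p = 2.0e-05 from the same test). Ccnd2, cyclin D2, went from 142 ± 10.8 CPM in WT to 195 ± 20.3 CPM in KO (SD, n = 3; adjusted p = 0.00896). Of 73 measured genes of the FoxO list, these 2 were higher and none was lower (4 higher when adjusted over the list alone; adjusted p = 0.0382 from camera, adjusted p = 0.409 with an estimated correlation). Cdkn1a, the cell cycle inhibitor p21, had a log2 fold change of 0.74 (standard error 0.18, adjusted p = 0.0537 from edgeR). Without WT replicate 1 the list did not pass (adjusted p = 0.292 from camera), and another split of the libraries gave 0.0307. Among the genes higher in KO at the study's thresholds, the FoxO list held Ccnb1 and Mapk11, against 0.796 expected (Fisher's exact test, adjusted p = 0.724). With no fold cut, as in the caption of Fig. 2e, it held 13 genes against 5.16 expected (adjusted p = 0.00896), in a test chosen after seeing the data.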

Considering the oxidative stress resistance function of FoxO signaling pathway, this may provide hints for possible compensatory mechanisms [62, 63].

Inhibiting xCT has already shown great potential for cancer treatment. Inactivating xCT with ferroptosis inducers sensitized the cells for radiotherapy and immunotherapy and therefore open paths to treatment [64–66]. We here show that xCT inhibitors such as SAS or erastin can force acinar cells under stress into cell death, instead of dedifferentiating. One could envision xCT being expressed at the tipping point of cell fate decisions and offering a therapeutic intervention strategy for halting tumor development in high-risk individuals, e.g., those suffering from recurrent acute or chronic pancreatitis. The data of Badgley et al. [14] showed indeed that fewer tumors develop in absence of xCT. However, it remains unclear if this is the role of xCT transiently expressed during the early stress and Ras activation or by the absence of xCT in the eventual tumor that also relies on it. Aforementioned targeting of xCT as a tumor prevention strategy confers a narrow window of opportunity when it comes to xCT early and transiently being expressed in the initial stress, but xCT expression remains expressed in the tumor [13, 14]. Another hurdle to overcome is the fact that the current xCT inhibitors lack specificity and stability, and of the new inhibitor HG106 (that we did not test here), the mechanism of action requires more investigation [54]. While several studies have suggested that redifferentiation (reversal of ADM) or maintenance of acinar characteristics showed benefits to overcome pancreatitis, and thus could be a therapeutic intervention to stop tumor development [47, 67, 68], we add an option to selectively push dedifferentiated acinar cells into ferroptosis. In summary, the present study has revealed novel fundamental insights into pancreatic acinar cell fate when under stress, relevant for major diseases of the exocrine pancreas.

## Supplementary information

Supplementary Data

Supplementary Table 1

Original Data File

Reproducibility checklist

## Data Availability

RNA-seq data have been deposited in Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE240106. Additional data are available from the corresponding author on reasonable request.

## References

[1] Rooman I, Real FX (2012). Pancreatic ductal adenocarcinoma and acinar cells: a matter of differentiation and development?. Gut.

[2] Backx E, Coolens K, Van den Bossche JL, Houbracken I, Espinet E, Rooman I (2022). On the origin of pancreatic cancer: molecular tumor subtypes in perspective of exocrine cell plasticity. Cell Mol Gastroenterol Hepatol..

[3] Storz P (2017). Acinar cell plasticity and development of pancreatic ductal adenocarcinoma HHS Public Access. Nat Rev Gastroenterol Hepatol..

[4] Eser S, Reiff N, Messer M, Seidler B, Gottschalk K, Dobler M (2013). Selective requirement of PI3K/PDK1 signaling for Kras oncogene-driven pancreatic cell plasticity and cancer. Cancer Cell..

[5] Storz P, Crawford HC (2020). Carcinogenesis of pancreatic ductal adenocarcinoma. Gastroenterology.

[6] Assi M, Achouri Y, Loriot A, Dauguet N, Dahou H, Baldan J (2021). Dynamic regulation of expression of KRAS and its effectors determines the ability to initiate tumorigenesis in pancreatic acinar cells. Cancer Res..

[7] Krah NM, De La OJP, Swift GH, Hoang CQ, Willet SG, Chen Pan F (2015). The acinar differentiation determinant PTF1A inhibits initiation of pancreatic ductal adenocarcinoma. Elife.

[8] Von Figura G, Morris JP, Wright CVE, Hebrok M (2014). Nr5a2 maintains acinar cell differentiation and constrains oncogenic Kras-mediated pancreatic neoplastic initiation. Gut.

[9] Logsdon CD, Ji B (2009). Ras activity in acinar cells links chronic pancreatitis and pancreatic cancer. Clin Gastroenterol Hepatol..

[10] Roy N, Takeuchi KK, Ruggeri JM, Bailey P, Chang D, Li J (2016). PDX1 dynamically regulates pancreatic ductal adenocarcinoma initiation and maintenance. Genes Dev..

[11] Meyer AR, Engevik AC, Willet SG, Williams JA, Zou Y, Massion PP (2019). Cystine/glutamate antiporter (xCT) is required for chief cell plasticity after gastric injury. Cell Mol Gastroenterol Hepatol.

[12] Koppula P, Zhang Y, Zhuang L, Gan B (2018). Amino acid transporter SLC7A11/xCT at the crossroads of regulating redox homeostasis and nutrient dependency of cancer. Cancer Commun..

[13] Lim JKM, Delaidelli A, Minaker SW, Zhang HF, Colovic M, Yang H (2019). Cystine/glutamate antiporter xCT (SLC7A11) facilitates oncogenic RAS transformation by preserving intracellular redox balance. Proc Natl Acad Sci USA..

[14] Badgley MA, Kremer DM, Carlo Maurer H, DelGiorno KE, Lee HJ, Purohit V (2020). Cysteine depletion induces pancreatic tumor ferroptosis in mice. Science.

[15] Zhang W, Sun Y, Bai L, Zhi L, Yang Y, Zhao Q (2021). RBMS1 regulates lung cancer ferroptosis through translational control of SLC7A11. J Clin Invest..

[16] Dixon SJ, Lemberg KM, Lamprecht MR, Skouta R, Zaitsev EM, Gleason CE (2012). Ferroptosis: an iron-dependent form of nonapoptotic cell death. Cell.

[17] Li J, Cao F, Yin H-L, Huang Z-J, Lin Z-T, Mao N (2020). Ferroptosis: past, present and future. Cell Death Dis..

[18] Jyotsana N, Ta KT, DelGiorno KE (2022). The role of cystine/glutamate antiporter SLC7A11/xCT in the pathophysiology of cancer. Front Oncol.

[19] Chuvin N, Vincent DF, Pommier RM, Alcaraz LB, Gout J, Caligaris C (2017). Acinar-to-ductal metaplasia induced by transforming growth factor beta facilitates KRASG12D-driven pancreatic tumorigenesis. Cell Mol Gastroenterol Hepatol..

[20] Backx E, Wauters E, Baldan J, Van Bulck M, Michiels E, Heremans Y (2021). MECOM permits pancreatic acinar cell dedifferentiation avoiding cell death under stress conditions. Cell Death Differ..

[21] Baldan J, Houbracken I, Rooman I, Bouwens L (2019). Adult human pancreatic acinar cells dedifferentiate into an embryonic progenitor-like state in 3D suspension culture. Sci Rep..

[22] Houbracken I, De Waele E, Lardon J, Ling Z, Heimberg H, Rooman I (2011). Lineage tracing evidence for transdifferentiation of acinar to duct cells and plasticity of human pancreas. Gastroenterology.

[23] Sato H, Shiiya A, Kimata M, Maebara K, Tamba M, Sakakura Y (2005). Redox imbalance in cystine/glutamate transporter-deficient mice. J Biol Chem..

[24] Pinho AV, Rooman I, Reichert M, De Medts N, Bouwens L, Rustgi AK (2011). Adult pancreatic acinar cells dedifferentiate to an embryonic progenitor phenotype with concomitant activation of a senescence programme that is present in chronic pancreatitis. Gut.

[25] Grimont A, Pinho AV, Cowley MJ, Augereau C, Mawson A, Giry-Laterrière M (2015). SOX9 regulates ERBB signalling in pancreatic cancer development. Gut.

[26] Wu Y, Aegerter P, Nipper M, Ramjit L, Liu J, Wang P (2021). Hippo signaling pathway in pancreas development. Front Cell Dev Biol..

[27] Baer R, Cintas C, Dufresne M, Cassant-Sourdy S, Schönhuber N, Planque L (2014). Pancreatic cell plasticity and cancer initiation induced by oncogenic Kras is completely dependent on wild-type PI 3-kinase p110α. Genes Dev..

[28] Collins MA, Yan W, Sebolt-Leopold JS, Pasca Di Magliano M (2014). MAPK signaling is required for dedifferentiation of acinar cells and development of pancreatic intraepithelial neoplasia in mice. Gastroenterology.

[29] Tamura T, Kodama T, Sato K, Murai K, Yoshioka T, Shigekawa M (2021). Dysregulation of PI3K and Hippo signaling pathways synergistically induces chronic pancreatitis via CTGF upregulation. J Clin Invest..

[30] Lin R, Bao X, Wang H, Zhu S, Liu Z, Chen Q (2021). TRPM2 promotes pancreatic cancer by PKC/MAPK pathway. Cell Death Dis.

[31] Li Q, Wang H, Zogopoulos G, Shao Q, Dong K, Lv F (2016). Reg proteins promote acinar-to-ductal metaplasia and act as novel diagnostic and prognostic markers in pancreatic ductal adenocarcinoma. Oncotarget.

[32] Neri P, Ren L, Azab AK, Brentnall M, Gratton K, Klimowicz AC (2011). Integrin β7-mediated regulation of multiple myeloma cell adhesion, migration, and invasion. Blood.

[33] Wang A, Chen M, Wang H, Huang J, Bao Y, Gan X (2019). Cell adhesion-related molecules play a key role in renal cancer progression by multinetwork analysis. Biomed Res Int..

[34] Yang WS, SriRamaratnam R, Welsch ME, Shimada K, Skouta R, Viswanathan VS (2014). Regulation of ferroptotic cancer cell death by GPX4. Cell.

[35] Ethridge RT, Chung DH, Slogoff M, Ehlers RA, Hellmich MR, Rajaraman S (2002). Cyclooxygenase-2 gene disruption attenuates the severity of acute pancreatitis and pancreatitis-associated lung injury. Gastroenterology.

[36] Zhang Y, Swanda RV, Nie L, Liu X, Wang C, Lee H (2021). mTORC1 couples cyst(e)ine availability with GPX4 protein synthesis and ferroptosis regulation. Nat Commun..

[37] Gout PW, Buckley AR, Simms CR, Bruchovsky N (2001). Sulfasalazine, a potent suppressor of lymphoma growth by inhibition of the x(c)- cystine transporter: a new action for an old drug. Leukemia.

[38] Zhao Y, Li Y, Zhang R, Wang F, Wang T, Jiao Y (2020). The role of erastin in ferroptosis and its prospects in cancer therapy. Onco Targets Ther..

[39] Sato M, Kusumi R, Hamashima S, Kobayashi S, Sasaki S, Komiyama Y (2018). The ferroptosis inducer erastin irreversibly inhibits system xc- and synergizes with cisplatin to increase cisplatin’s cytotoxicity in cancer cells. Sci Rep..

[40] Cobo I, Martinelli P, Flández M, Bakiri L, Zhang M, Carrillo-De-Santa-Pau E (2018). Transcriptional regulation by NR5A2 links differentiation and inflammation in the pancreas. Nature.

[41] Yuan H, Li X, Zhang X, Kang R, Tang D (2016). Identification of ACSL4 as a biomarker and contributor of ferroptosis. Biochem Biophys Res Commun..

[42] Storz P (2017). Acinar cell plasticity and development of pancreatic ductal adenocarcinoma. Nat Rev Gastroenterol Hepatol..

[43] Jiang L, Kon N, Li T, Wang SJ, Su T, Hibshoosh H (2015). Ferroptosis as a p53-mediated activity during tumour suppression. Nature.

[44] Pinho AV, Rooman I, Real FX (2011). p53-dependent regulation of growth, epithelial-mesenchymal transition and stemness in normal pancreatic epithelial cells. Cell Cycle.

[45] Döppler HR, Liou GY, Storz P (2022). Generation of hydrogen peroxide and downstream protein kinase D1 signaling is a common feature of inducers of pancreatic acinar-to-ductal metaplasia. Antioxidants.

[46] Liou GY, Döppler H, DelGiorno KE, Zhang L, Leitges M, Crawford HC (2016). Mutant KRas-induced mitochondrial oxidative stress in acinar cells upregulates EGFR signaling to drive formation of pancreatic precancerous lesions. Cell Rep..

[47] Minati MA, Libert M, Dahou H, Jacquemin P, Assi M (2021). N-acetylcysteine reduces the pro-oxidant and inflammatory responses during pancreatitis and pancreas tumorigenesis. Antioxidants.

[48] Daher B, Parks SK, Durivault J, Cormerais Y, Baidarjad H, Tambutte E (2019). Genetic ablation of the cystine transporter xCT in PDAC cells inhibits mTORC1, growth, survival, and tumor formation via nutrient and oxidative stresses. Cancer Res..

[49] Ma X, Dong X, Xu Y, Ma N, Wei M, Xie X (2023). Identification of AP-1 as a critical regulator of glutathione Peroxidase 4 (GPX4) transcriptional suppression and acinar cell ferroptosis in acute pancreatitis. Antioxidants.

[50] Tian C, Zhao J, Xiong Q, Yu H, Du H (2023). Secondary iron overload induces chronic pancreatitis and ferroptosis of acinar cells in mice. Int J Mol Med..

[51] Liu K, Liu J, Zou B, Li C, Zeh HJ, Kang R (2022). Trypsin-mediated sensitization to ferroptosis increases the severity of pancreatitis in mice. CMGH.

[52] Zilka O, Shah R, Li B, Friedmann Angeli JP, Griesser M, Conrad M (2017). On the mechanism of cytoprotection by ferrostatin-1 and liproxstatin-1 and the role of lipid peroxidation in ferroptotic cell death. ACS Cent Sci..

[53] Sato M, Onuma K, Domon M, Hasegawa S, Suzuki A, Kusumi R (2020). Loss of the cystine/glutamate antiporter in melanoma abrogates tumor metastasis and markedly increases survival rates of mice. Int J Cancer.

[54] Hu K, Li K, Lv J, Feng J, Chen J, Wu H (2020). Suppression of the SLC7A11/glutathione axis causes synthetic lethality in KRAS-mutant lung adenocarcinoma. J Clin Invest..

[55] Wiernicki B, Dubois H, Tyurina YY, Hassannia B, Bayir H, Kagan VE (2020). Excessive phospholipid peroxidation distinguishes ferroptosis from other cell death modes including pyroptosis. Cell Death Dis.

[56] Hu F, Lou N, Jiao J, Guo F, Xiang H, Shang D (2020). Macrophages in pancreatitis: mechanisms and therapeutic potential. Biomed Pharmacother..

[57] Albertini G, Deneyer L, Ottestad-Hansen S, Zhou Y, Ates G, Walrave L (2018). Genetic deletion of xCT attenuates peripheral and central inflammation and mitigates LPS-induced sickness and depressive-like behavior in mice. Glia.

[58] Pfau JC, Seib T, Overocker JJ, Roe J, Ferro AS (2012). Functional expression of system x(c)- is upregulated by asbestos but not crystalline silica in murine macrophages. Inhal Toxicol..

[59] Pandol SJ, Saluja AK, Imrie CW, Banks PA (2007). Acute pancreatitis: bench to the bedside. Gastroenterology.

[60] Schlesinger Y, Yosefov-Levi O, Kolodkin-Gal D, Granit RZ, Peters L, Kalifa R (2020). Single-cell transcriptomes of pancreatic preinvasive lesions and cancer reveal acinar metaplastic cells’ heterogeneity. Nat Commun..

[61] Meira W, Daher B, Parks SK, Cormerais Y, Durivault J, Tambutte E (2021). A cystine-cysteine intercellular shuttle prevents ferroptosis in xctko pancreatic ductal adenocarcinoma cells. Cancers.

[62] Glauser DA, Schlegel W (2007). The emerging role of FOXO transcription factors in pancreatic beta cells. J Endocrinol..

[63] Klotz LO, Sánchez-Ramos C, Prieto-Arroyo I, Urbánek P, Steinbrenner H, Monsalve M (2015). Redox regulation of FoxO transcription factors. Redox Biol..

[64] Lei G, Zhang Y, Koppula P, Liu X, Zhang J, Lin SH (2020). The role of ferroptosis in ionizing radiation-induced cell death and tumor suppression. Cell Res..

[65] Ye LF, Chaudhary KR, Zandkarimi F, Harken AD, Kinslow CJ, Upadhyayula PS (2020). Radiation-induced lipid peroxidation triggers ferroptosis and synergizes with ferroptosis inducers. ACS Chem Biol.

[66] Lang X, Green MD, Wang W, Yu J, Choi JE, Jiang L (2019). Radiotherapy and immunotherapy promote tumoral lipid oxidation and ferroptosis via synergistic repression of SLC7A11. Cancer Discov..

[67] Krah NM, Narayanan SM, Yugawa DE, Straley JA, Wright CVE, MacDonald RJ (2019). Prevention and reversion of pancreatic tumorigenesis through a differentiation-based mechanism. Dev Cell.

[68] Murtaugh LC, Keefe MD (2015). Regeneration and repair of the exocrine pancreas. Annu Rev Physiol..

# Supplementary material for: Pancreatic acinar cell fate relies on system xC- to prevent ferroptosis during stress
**Source:** Cell Death Dis. 2023 Aug 21;14(8):536. doi: 10.1038/s41419-023-06063-w
**Supplement:** Supplementary file 1 — Supplementary Data

**SUPPLEMENTARY DATA**

**Supplementary Table**. RNAseq data of differentially expressed genes. 

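This table lists genes by the fold change between freshly isolated WT acinar cells (day 0) and the same cells after a day in suspension culture. Its log2 fold changes are given as day 0 against day 1, so a gene that rose in culture, such as Krt8, has a negative value. The copy used here holds the first 1999 genes of this comparison and leaves out 6027, so its genes were compared with counts one by one, and no overlap or enrichment was computed on it. In the deposited counts, 1988 genes at least doubled and 1962 at least halved from day 0 to day 1 at an adjusted p under 0.05 from edgeR.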

Comparison 1: WT mouse acinar cells (day 1 vs day 0). Comparison 2: mouse acinar cells at day 0 (WT vs KO).

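This table lists 1915 genes with the fold change between WT and xCT KO acinar cells at day 0, given as WT against KO, with p-values that are not adjusted for the number of genes. The paper's set of 347 genes higher in KO are those of this table that are higher in KO by a log2 fold change of at least 1, and 391 are higher in WT by as much. ATF4 targets appear among the genes higher in KO both in the paper's set and here. Both sets come from the same 6 libraries and hold the same 10 of these targets, so they are not separate evidence. The paper's 347 genes hold 10 genes of the list of ATF4 targets and amino acid response, against 0.885 expected over the 13324 genes of the deposited FPKM table (Fisher's exact test, adjusted p = 2.6e-07), in a test chosen after seeing the data. They also hold 8 of 25 proliferation genes, such as Aurka, Bub1 and Plk1, which drive mitosis (adjusted p = 1.9e-06, and 0.00227 with no fold cut). The 144 genes higher in KO here hold 2 of the 25 (Fisher's exact test, adjusted p = 0.162). With no fold cut, the 934 higher genes here also hold 2 (adjusted p = 0.805 in that test). As a group this list had an adjusted p = 0.389 from camera. Over the 6 libraries of day 0 the median was 42 counts for these 347 genes, 122 of them had fewer than 30 counts, and 16 had over 80% of their KO counts in 1 library. Of the 347, 335 passed the filter on low counts used here, and 123 were among the 144 genes that were higher in KO at the same thresholds.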

**Supplementary Figure 1. RNAseq analysis - KEGG pathways enriched in human and mouse pancreatic (de-)differentiation acinar cells.** (a) Common KEGG pathways enriched in both human and mouse dedifferentiated exocrine cell suspension cultures compared to their differentiated population respectively. (b) Venn diagram of most upregulated common genes (Log Foldchange >2.5, P-value <0.05) in mouse and human dedifferentiated acinar cells compared to their differentiated counterpart. (c) Upregulated KEGG pathways enriched in xCT KO mouse acinar cell suspension culture compared to corresponding WT populations over time.

**
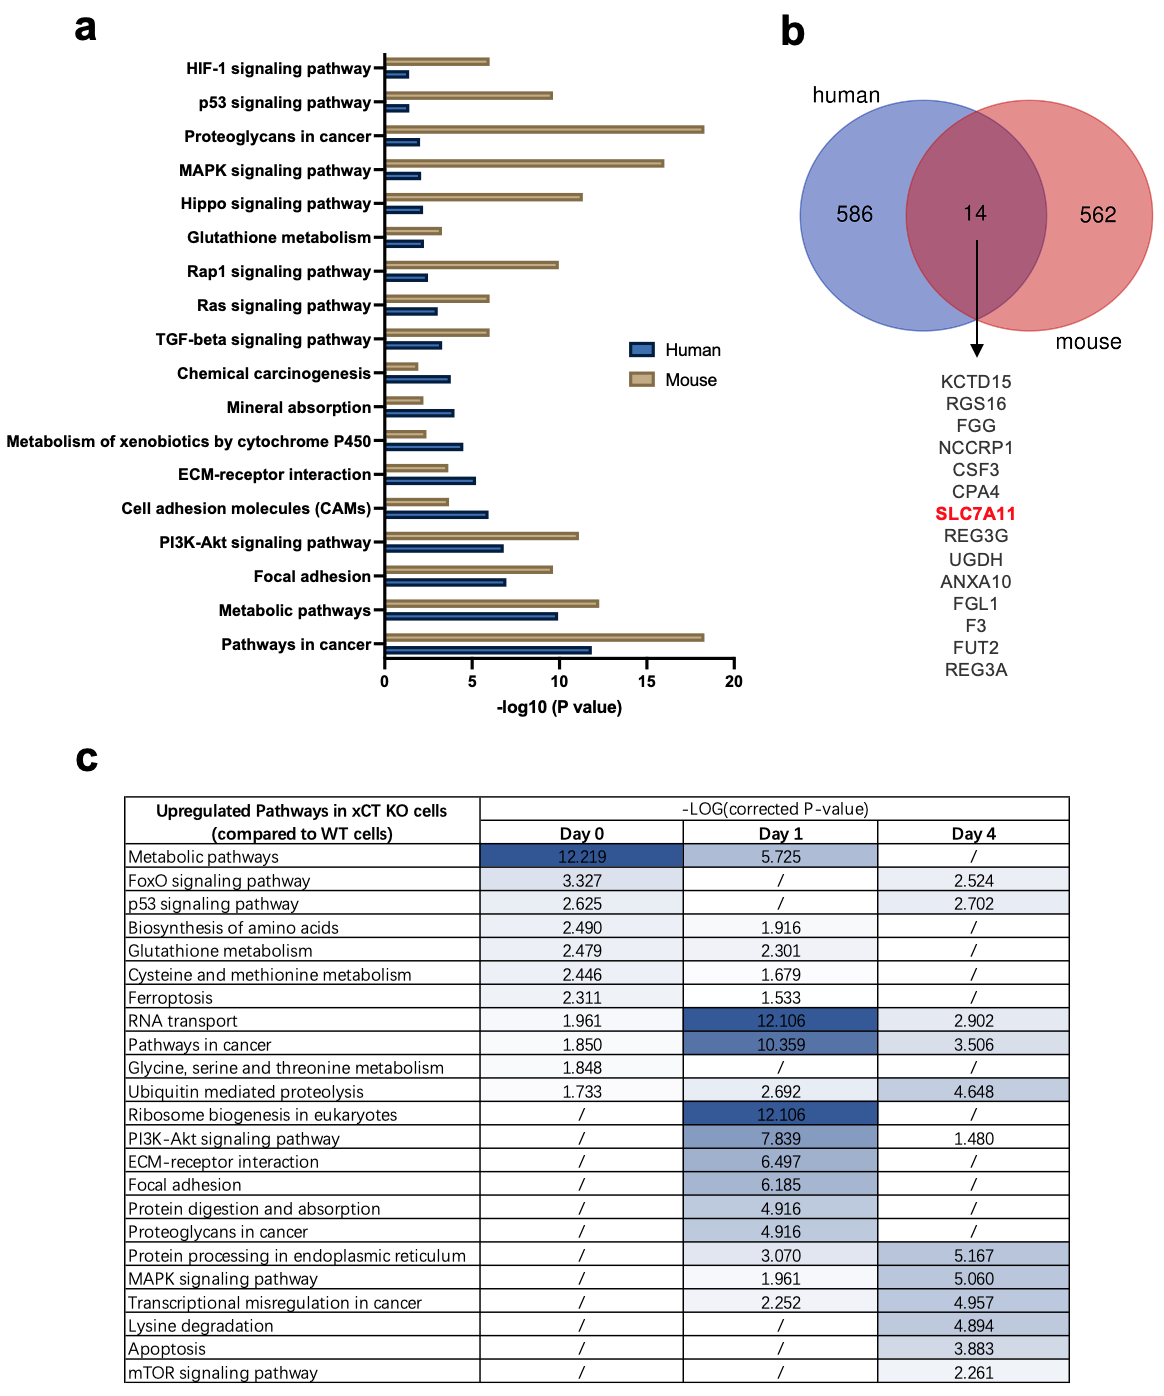
**

**Supplementary Figure 2. xCT expression and Seahorse analysis.** (a) mRNA levels of xCT assessed by qRT-PCR in human exocrine cell cultures (N=6). (b) mRNA levels of xCT assessed by qRT-PCR in WT and KO mouse exocrine cell cultures (Mean±SD; N=5; unpaired t-test). Genes with Ct values above 35 were regarded as no expression. (c-d) Oxygen consumption rate and proton efflux rate of WT and KO mouse dedifferentiating acinar cells at day 1 (Mean±SD; N=6). (e) ATP production rate from mitochondrial respiration or glycolysis in WT and KO mouse dedifferentiating acinar cells at day 1 (Mean±SD; N=6; unpaired t-test).

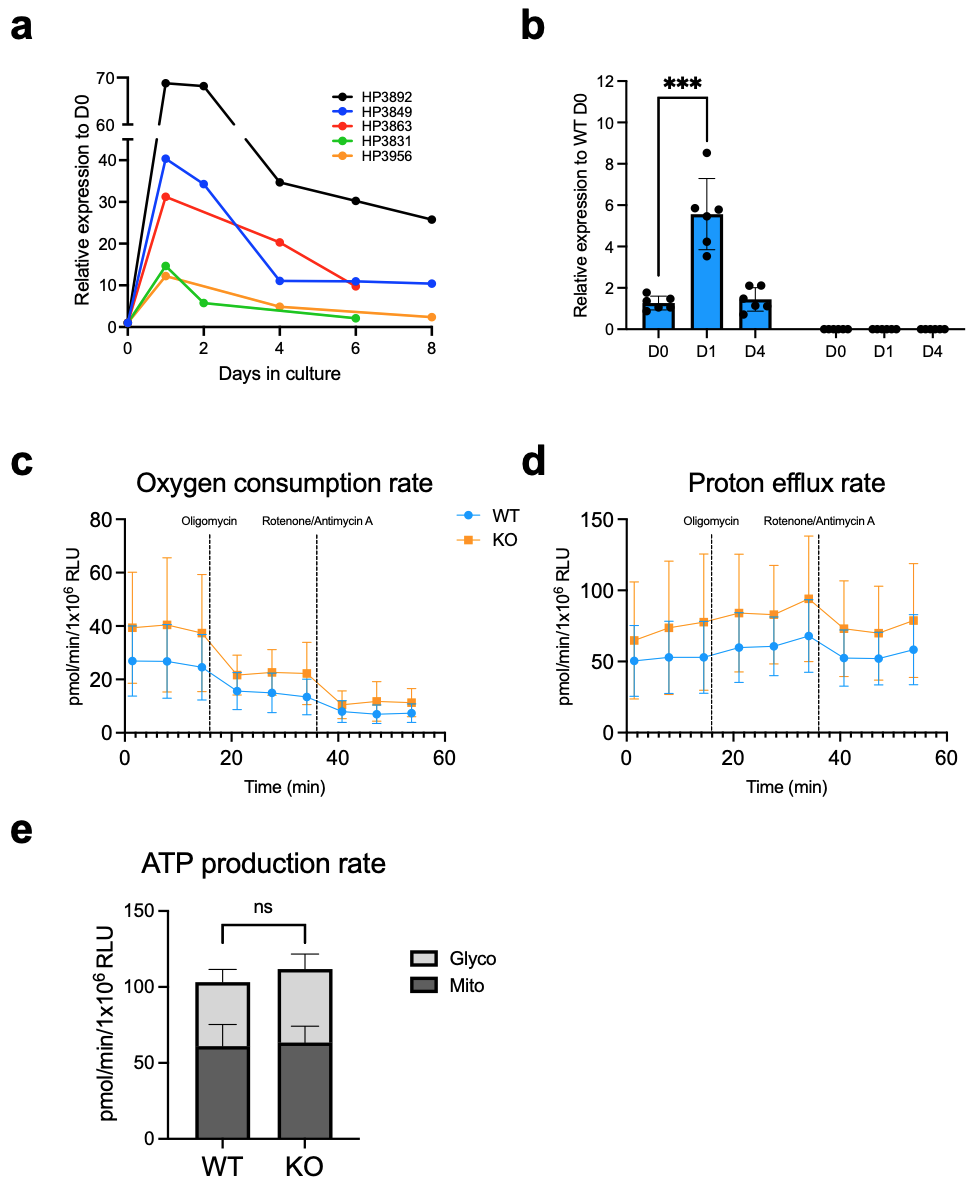

**Supplementary Figure 3. Cluster size measurement and xCT inhibition.** (a) Representative pictures of clusters of xCT WT mouse acinar cells, KO cells, and KO cells treated with Fer-1. Pictures were taken on day 4 of suspension culture. The scale bar represents 500μm. (b) Quantification of cluster size (Mean±SEM; N=3; two-way ANOVA with multiple comparisons). (c) Quantification of cell confluency in DMSO, SAS and erastin conditions after 24 hours of treatment (Mean±SD; N=3; unpaired t-test). (d) Quantification of cluster size of human exocrine cultures treated with DMSO (0.05%), SAS (400μM) or erastin (2.5μM). Pictures were taken at day 4 of suspension culture. (Mean±SEM; N=2; two-way anova with multiple comparisons).

**
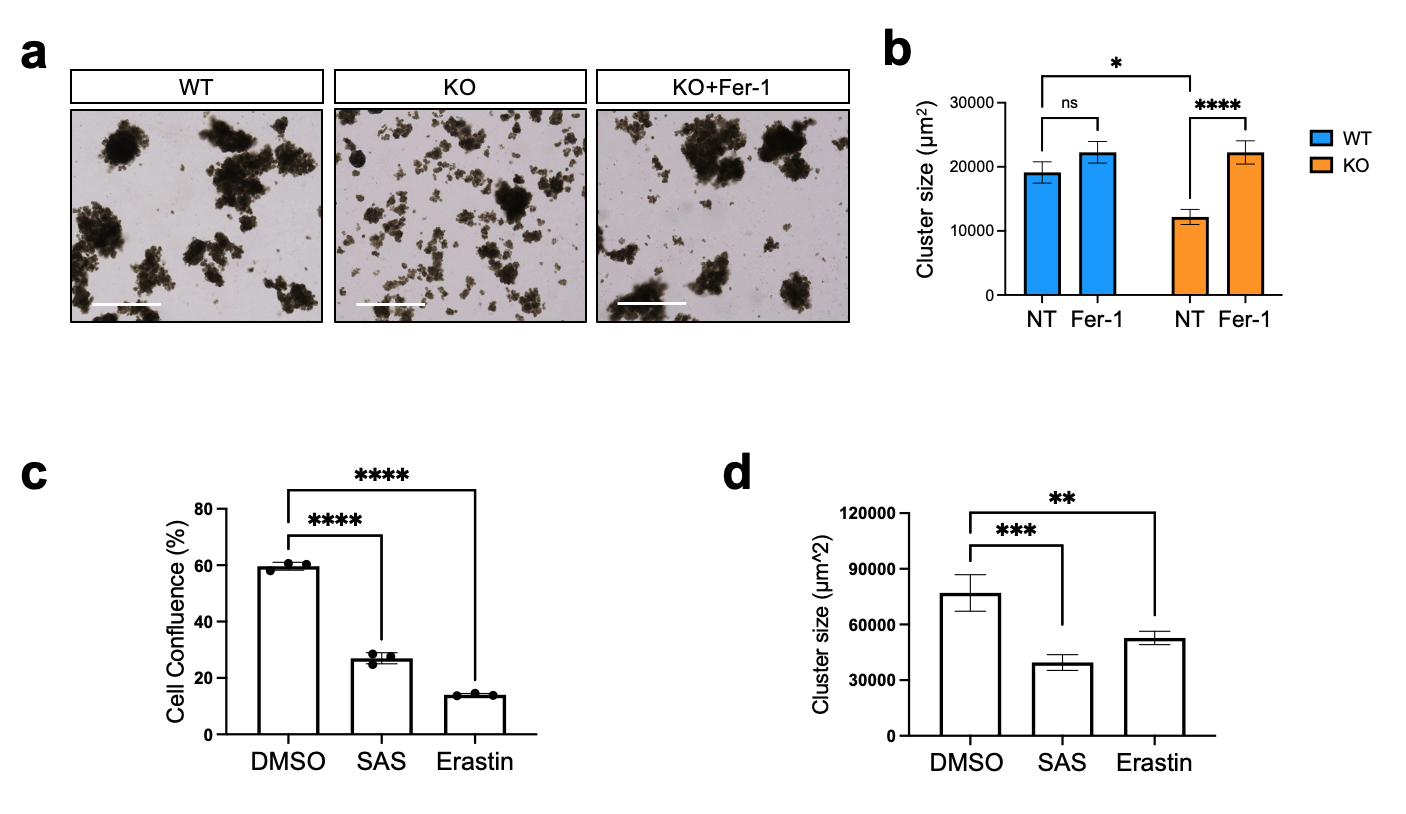
**

**Supplementary Figure 4. Evaluation of xCT and dedifferentiation markers in a caerulein model of pancreatitis (publicly available data from Cobo et al. 2018)** (a) mRNA levels of xCT assessed by RNAseq in saline/caerulein treated WT mouse pancreatic tissue (Mean±SD; N=3; unpaired t-test). (b) mRNA levels of *Amy2* assessed by RNAseq in saline/caerulein treated WT mouse pancreatic tissue (Mean±SD; N=3; unpaired t-test). (c) mRNA levels of *Krt19* assessed by RNAseq in saline/caerulein treated WT mouse pancreatic tissue (Mean±SD; N=3; unpaired t-test).

**
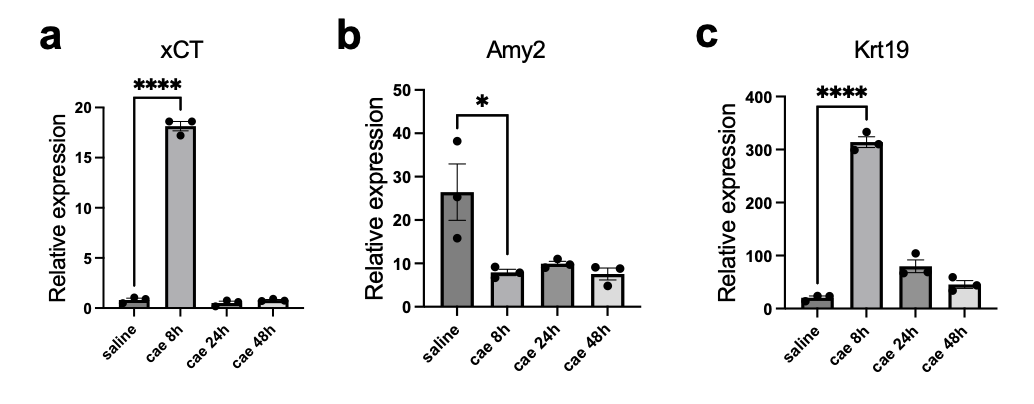
**

**Supplementary Figure 5. Acinar dedifferentiation and ferroptosis in mouse pancreatitis.** (a) Representative pictures of Acsl4 staining on saline/caerulein treated xCT WT/KO mouse pancreatic tissue. The scale bar represents 60µm. (b) Quantification of Acsl4 (represented in square root of percentage of positive cells) is shown next to the pictures (Mean±SD; N=3 or 5; two-way ANOVA with multiple comparisons). (c) mRNA levels of Ptgs2 assessed by qRT-PCR in saline/caerulein treated xCT WT/KO mouse pancreatic tissue (Mean±SD; N=3 or 5; two-way ANOVA with multiple comparisons). (d) mRNA levels of *Amy2* assessed by qRT-PCR in saline/caerulein treated xCT WT/KO mouse pancreatic tissue (Mean±SD; N=3 or 5; two-way anova with multiple comparisons). (e) mRNA levels of *Sox9* assessed by qRT-PCR in saline/caerulein treated xCT WT/KO mouse pancreatic tissue (Mean±SD; N=3 or 5; two-way anova with multiple comparisons). (f) mRNA levels of *Amy2* assessed by qRT-PCR in WT and KO mouse exocrine cell cultures (Mean±SD; N=6; two-way anova with multiple comparisons). (g) mRNA levels of *Krt19* assessed by qRT-PCR in WT and KO mouse exocrine cell cultures (Mean±SD; N=6; two-way anova with multiple comparisons).

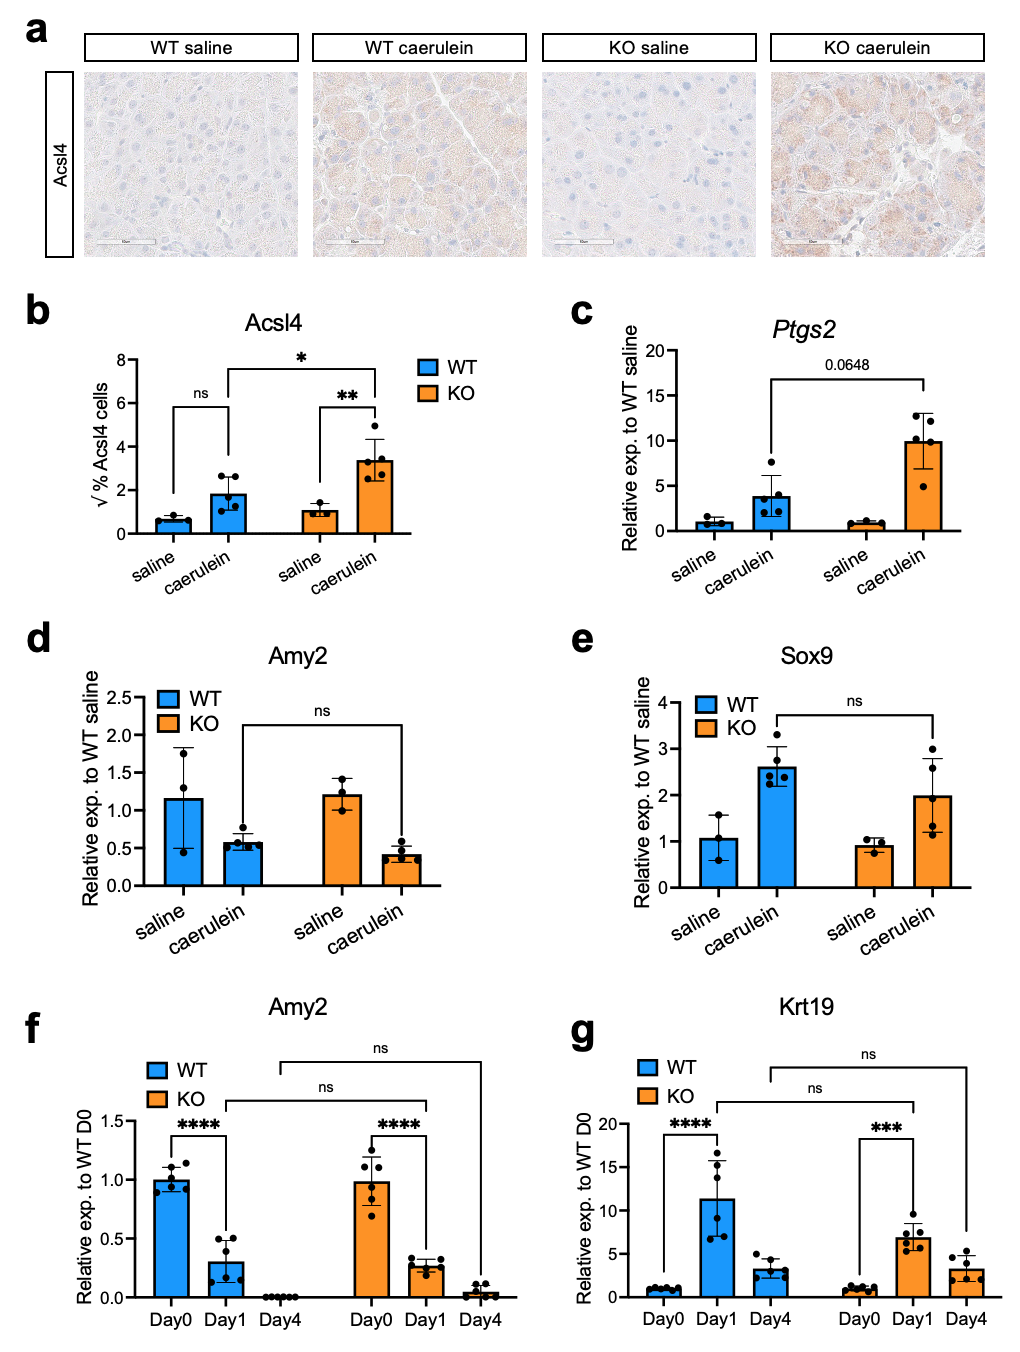

**List of primers**

| mSlc7a11 fwd | AACTGCTCGTAATACGCCCT |
| --- | --- |
| mSlc7a11 rev | AAATCTGGATCCGGGCACTC |
| hSLC7A11 fwd | ATGCAGTGGCAGTGACCTTT |
| hSLC7A11 rev | GGCAACAAAGATCGGAACTG |
| mHprt fwd | GGCCAGACTTTGTTGGATTTG |
| mHprt rev | TGCGCTCATCTTAGGCTTTGT |
| hHPRT fwd | GGCTCCGTTATGGCGACCC |
| hHPRT rev | TGTGATGGCCTCCCATCTCCTT |
| mBhlha15 fwd | CGCTATTTTTCCCCTAGTTC |
| mBhlha15 rev | GGACATTTGTGTTACAGAGG |
| mAmy2 fwd | TGGCGTCAAATCAGGAACATG |
| mAmy2 rev | AAAGTGGCTGACAAAGCCCAG |
| mKrt19 fwd | CCTCCCGCGATTACAACCACT |
| mKrt19 rev | GGCGAGCATTGTCAATCTGT |
| mSox9 fwd | CTAAACTGGTCGAGCGATGG |
| mSox9 rev | TGGTAGGATCATACTCGGAATAG |
| mPtgs2 fwd | GCGACATACTCAAGCAGGAGCA |
| mPtgs2 rev | AGTGGTAACCGCTCAGGTGTTG |

**List of siRNAs**

| xCT siRNA1 | 5’-rArGrC rArArU rUrCrU rGrArU rArArU rUrArU-3’  5’-rArGrG rGrArC rUrArU rArArU rUrArU rCrArG-3’ |
| --- | --- |
| xCT siRNA2 | 5’-rGrGrA rCrUrG rArUrU rUrArU rCrUrU rCrGrA-3’  5’-rGrUrU rUrGrU rArUrC rGrArA rGrArU rArArA-3’ |
| xCT siRNA3 | 5’-rGrArU rUrGrA rArCrA rUrUrU rCrUrC rUrUrA-3’  5’-rUrGrC rUrUrA rCrUrA rArGrA rGrArA rArUrG-3’ |

**SUPPLEMENTARY MATERIALS AND METHODS**

**Cell Line Culture**

The mouse partially differentiated acinar cell line 266-6 (CRL-2151, ATCC) was cultured in DMEM + GlutaMax medium (Gibco), supplemented with 10% heat-inactivated fetal bovine serum (10270106, Thermo Fisher Scientific) and 1% penicillin-streptomycin (15-140-122, Gibco). The cells were kept in a humidified incubator at 37 °C and 5% CO_2_ in the air. The cells were tested for mycoplasma contamination every 6 months and all results were negative. Sulfasalazine (S0883, Sigma-Aldrich) and erastin (S7242, Selleckchem) were used as system x_C_^-^ inhibitors. Stock solutions of these inhibitors were prepared with dimethyl sulfoxide (DMSO) and the final concentration of DMSO in all the assays was less than 0.1%. 2-Mercaptoethanol (31350010, Gibco), Z-VAD-FMK (S7023, Selleckchem) and ferrostatin-1 (Fer-1) (SML0583, Sigma-Aldrich) were used as rescuing reagents and were used at a final concentration of 50μM, 50μM and 1μM respectively. The cell morphology and growth were monitored by IncuCyte Zoom System (Essen Bioscience).

**ROS measurement**

Overall ROS was measured by Fluorometric Intracellular Ros Kit (MAK143, Sigma-Aldrich) according to the manufacturer’s instructions. Cells were incubated at 37 °C for 1 hour after adding ROS master reaction mix. The fluorescence intensity was measured with following settings: λex= 490 nm and λem= 525 nm. The ROS fluorescence value was normalized to cell viability by Cell titer Glo.

**Seahorse Analysis**

Dedifferentiating WT and KO acinar cells at day 1 were subjected to the XF Real Time ATP Rate assay (103592-100, Agilent Technologies) for assessment of mitochondrial and glycolytic ATP production using the XFe 96-well plate Seahorse analyzer, according to manufacturer’s instructions. The Seahorse XFe analyzer measures oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of live cells in real-time. By adding inhibitors of the electron transport chain (1.5μM oligomycin and 0.5μM rotenone/antimycin A automatically injected onto the cells after 18 and 36 min, respectively), a distinction can be made between mitochondrial and glycolytic ATP production. Briefly, on the day of the assay cells were washed with XF RPMI (Agilent), supplemented with 10mM glucose, 1mM pyruvate and 2mM glutamine. The acinar cell suspension (50μL/well) was then transferred to a poly-l-lysine coated (1mg/ml, Sigma) XFe 96-well plate. The plate was centrifuged (200g, 1min) and transferred to a non-CO_2_ incubator (37°C, 30min). XFe culture medium was added to achieve a total volume of 180 uL, followed by another incubation step of 30 min (non-CO_2_ incubator) before transfer into the XFe analyzer. After the experiment, cells were subjected to the Cell titer Glo assay for normalization.

**siRNA Transfection**

Three different siRNA duplexes targeting *Slc7a11* (xCT) were purchased from Integrated DNA Technologies. Transfection complexes were obtained by mixing siRNA and Lipofectamine RNAiMAX (13778-030, Invitrogen) in Opti-MEM medium (Gibco) according to the manufacturer’s protocol. As for negative control (siCtrl), a scramble siRNA duplex was used. Freshly passaged 266-6 cells were mixed with transfection complexes and seeded into 6-well plates or 96-well plates. The final concentration of siRNA was 10nM. 2-Mercaptoethanol (31350010, Thermo Fisher Scientific) was supplemented to the culture medium for the first 24 hours to improve the viability of the cells. The medium was then replaced by fresh medium without 2-Mercaptoethanol for another 24-hour culture. Cells were harvested or examined 48 hours after transfection.

**Immunohistochemical Staining**

Pancreas tissue and cell pellets were fixed for 24 hours at room temperature in 4% PFA (4078.9010, VWR). Next, samples were washed twice with PBS, dehydrated, and embedded in paraffin. Cell pellets were prepared in agarose before entering paraffin. Sections of 4µm thickness were cut. The primary antibodies were incubated overnight at 4°C. The next day, slides were incubated for 30 minutes with biotinylated secondary antibodies, followed by Streptavidin-biotin-HRP complex incubation, DAB incubation and hematoxylin counterstaining. The following primary antibodies were used: anti-cleaved caspase 3 (9661, Cell Signaling Technology, 1/200), anti-4-HNE (ab46545, Abcam, 1/500), anti-Tfrc (ab214039, Abcam, 1/500), anti-FACL4 (ab155282, Abcam, 1/1000), anti-Amylase (sc-46657, Santa Cruz Biotechnology, 1/200), anti-CK19 (Troma III, Developmental Studies Hybridoma Bank, 1/100) and F4/80 Monoclonal Antibody (14-4801-85, eBioscience, 1/50). Trichrome Masson’s staining was performed automated at the Pathology Department of UZ Brussel, Brussels, Belgium. The slides were scanned by Aperio GT450 (Leica) or Axioscan Z1 (ZEISS).

**Image quantification analysis**

Quantifications of immunohistochemical staining and pancreatic acinar cluster size measurements were performed using HALO® image analysis platform software (Indica Labs). For IHC staining, around 500 cells on average per mouse per condition were analyzed for cell pellet sections; and around 1.7 mm^2^ tissue area on average per mouse was analyzed for pancreatic tissue sections. For cluster size measurement, at least 150 clusters per mouse per condition were identified and analyzed. The mean value and standard error of the mean were used for these comparisons.

**Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR)**

Total RNA was isolated from cells using NucleoSpin RNA isolation kit (Macherey-Nagel) or RNeasy Micro kit (Qiagen). RNA concentration was measured by NanoDrop2000 (Thermo Fisher Scientific). cDNA was prepared using the qScript cDNA synthesis kit (QuantaBio). qPCR was performed using PerfeCTa SYBR Green FastMixes (QuantaBio) on a QuantStudio 12K Flex (Thermo Fisher Scientific). The analysis was done using the ∆∆Ct method using *HPRT* as the housekeeping gene. Genes with Ct values above 35 were considered not detected.

**Western Blotting**

Cells were lysed with RIPA buffer (150mM sodium chloride, 1.0% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS and 50mM Tris pH 8.0), supplemented with protease inhibitor (P8340, Sigma-Aldrich, 1/100 dilution) and phosphatase inhibitor (P2850, Sigma-Aldrich, 1/100 dilution). Protein concentrations were measured by Bradford protein assay kit (Bio-Rad). Equal amounts of proteins were loaded and separated by SDS-PAGE using 10-15% resolving acrylamide gels. Proteins were transferred onto the nitrocellulose membrane. After blocking the membrane with 5% non-fat milk, primary antibodies diluted in 5% bovine serum albumin (BSA) containing Tris-buffered saline Tween-20 (TBS-T) were incubated at 4 °C. The primary antibodies used were anti-xCT/*SLC7A11* (12691S, Cell Signaling Technology, 1/1000), anti-xCT/*Slc7a11* (98051S, Cell Signaling Technology, 1/1000), anti-GPX4 (52455S, Cell Signaling Technology, 1/1000), anti-actin (A5441, Sigma-Aldrich, 1/5000), anti-tubulin (T9026, Sigma-Aldrich, 1/500). The appropriate secondary infrared-conjugated antibodies (LI-COR) were incubated for one hour at room temperature in the dark. Detection was performed using the LI-COR Biosciences Odyssey® Fc Imaging System and analyzed with the Image Studio™ software (LI-COR).

**RNA Sequencing and Data Analysis**

Single-end RNAseq of dedifferentiated acinar cells from WT and KO mice was performed on a NovaSeq platform at VIB Nucleomics Core with TruSeq library prep. 

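The series describes 3 biological replicates for each genotype and day, and the labels do not say whether these were separate animals or separate cultures. Replicate libraries correlated more closely at later days. The correlation of log2 CPM between replicates, across genes, was 0.943 to 0.957 at day 0, 0.973 to 0.979 at day 1 and 0.990 to 0.994 at day 4. Counts of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 5.86 to 13.7 at day 0, 6.25 to 15.4 at day 1 and 7.03 to 8.52 at day 4, apart from 25.0 and 31.0 for the 2 pairs with WT replicate 3 of day 4. KO libraries of day 1 held 14561075 to 15641110 counts (median 15478669) and those of day 4 held 17809132 to 19533947 (median 18279662). At day 0, 9246 to 9829 genes had at least 10 counts in a WT library, and at day 4, 13090 to 13340 did.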

Low quality ends (<Q20) were trimmed using FastX 0.0.14. Reads shorter than 35bp after trimming were removed. Using FastX 0.0.14 and ShortRead 1.44.3, polyA reads (more than 90% of bases equal A), ambiguous reads (containing N), low quality reads (more than 50% of the bases <Q25), and artifacts reads (all but three bases in the read equal one base type) were removed. The preprocessed reads were aligned to the reference genome of Mus musculus Ensembl.GRCm38.82 (GRCm3882). Within- and between-sample normalization was corrected for using full quantile normalization with the EDASeq package from Bioconductor. The number of reads was counted in the alignment that overlapped with gene features using featureCounts 1.5.3 (26). FPKM values were determined by dividing for each sample the normalized counts by the total number of counts (in millions). Then for each gene, the scaled counts were divided by the gene length (in kbp). As such we got the number of Fragments Per Kilobase of gene sequence and per Million fragments of library size. Differential expressions were obtained by statistical comparative analysis with the edgeR 3.28.1 package of Bioconductor. KEGG pathway analysis was performed using the KOBAS gene set enrichment tool (27). Heatmap was plotted by https://www.bioinformatics.com.cn (last accessed on 07 Jan 2023), an online platform for data analysis and visualization.

How the deposited data were processed for this re-analysis (not part of the article)

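RNA sequencing of acinar cells from WT and xCT KO mice at day 0, day 1 and day 4 of suspension culture was examined, with 3 libraries for each of the 6 groups and 18 libraries in all. The count table was deposited by the authors, who trimmed ends of single-end reads under a base quality of 20 with FastX 0.0.14. They dropped reads that were then under 35 bp. With FastX and ShortRead 1.44.3 they took out polyA, ambiguous, low quality and artifact reads. They aligned the rest to GRCm38 with Ensembl release 82 and counted reads per gene with featureCounts 1.5.3. The aligner and the strand setting are not stated. The FPKM table, of 13324 genes, was deposited by the authors after full quantile normalization within and between libraries with EDASeq. Gene positions are 1-based. The chromosome column of the count table is empty, and chromosomes were taken from a reference annotation in which 98.9% of the 46603 gene identifiers were found, 84.5% of them with the same start and end. Each library was assigned by its column label, and 0 columns belonged to other samples. The labels give replicate numbers 1 to 3, which were not taken as pairs, and whether the libraries of a group come from separate mice is not stated, so the spread between them may hold less than the spread between animals. In WT, replicate 1 had counts of Ddx3y and 0 or 1 of Xist, and replicates 2 and 3 had Xist and no Ddx3y. The WT libraries thus came from more than 1 animal. No KO library had a count of Ddx3y, so genotype is in part confounded with sex. Counts per library ranged from 12127474 at day 0 to 20135435 at day 4 in WT and from 13184473 to 19533947 in KO. The 10 genes with the most counts took 64.5% to 66.4% of a library at day 0 and 15.5% to 22.6% at day 4, and 9246 to 9829 genes had at least 10 counts in a day 0 library against 13085 to 13340 at day 4, so that values of weakly expressed genes are least precise at day 0.
Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by the default filter on low counts, normalized by TMM and tested with the quasi-likelihood F-test, with robust estimation, in 1 model of the 6 groups. Comparisons were WT day 1 against WT day 0, WT day 4 against WT day 1, KO day 1 against KO day 0, KO against WT at each day, and the change of the difference between KO and WT from day 0 to day 1 and from day 0 to day 4. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. At the thresholds of the study, an unadjusted p under 0.05 was used with a log2 fold change over 1, or over 2.5 for Fig. S1b. CPM are counts scaled by TMM. Folds against a group with no count were computed against a floor of 3 counts over the group, and folds with 1 to 3 counts were given with a 95% counting interval. Both cover counting error only.
Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 3 and a preset correlation of 0.01, with p-values adjusted within a comparison over the pathway lists and over the cell type lists apart, and again with the correlation estimated from the data and with fry. Lists with fewer than 3 measured genes were not tested. The 27 pathway lists were acinar enzymes, acinar transcription factors, duct markers, dedifferentiation and pancreatitis markers, immediate early and AP-1 genes, heat shock chaperones, focal adhesion, epithelial cell adhesion, leukocyte adhesion, MAPK feedback genes and EGFR ligands, Hippo pathway targets, the PI3K-Akt pathway, ferroptosis, glutathione metabolism, cysteine and methionine metabolism, biosynthesis of amino acids, ATF4 targets and amino acid response, aminoacyl-tRNA synthetases, NRF2 targets, the p53 pathway, the FoxO pathway, apoptosis effectors, ribosome biogenesis, endoplasmic reticulum protein processing, proliferation, interferon response and inflammatory cytokines. The 14 lists of cell type markers covered B cells, T cells, plasma cells, lymph node stroma and high endothelial venules, macrophages and monocytes, neutrophils, smooth muscle, fibroblasts, mesothelium, endothelium, islets, intestinal epithelium, red blood cells and Schwann cells. These lists were written from general knowledge of the pathways, since KEGG was not available, and Slc7a11 was left out of them when KO was compared with WT. Fisher's exact test of list genes among the genes past the study's thresholds, and among all genes higher in KO at an unadjusted p under 0.05 with no fold cut, was added after seeing the data. It takes genes as independent, so its p-values do not measure the spread between libraries.
Lists, comparisons, tests, alternatives and the rule for named genes were fixed before the data were examined. Named genes are those the paper names in its text, Fig. 1b, Fig. 2d or Fig. S1b, the 8 highest and 8 lowest log2 fold changes of a comparison among called genes with a mean of at least 5 CPM and no overlap between groups, up to 4 members per described list with the smallest adjusted p (by direction), and Slc7a11, Slc3a2, Gclc, Gclm, Gss, Gsr, Gpx4, Chac1, Tfrc, Fth1, Acsl4, Ptgs2 and Trp53. The result of 1 gene that the paper names is not reported. Values in Supplementary Table 1 and the figures had been seen when the rule was written. Other genes named as examples, among them Cd79a, Cd3e, Igha, Reg3b, Lpcat3, Meg3, Kcnq1ot1, Ccl5, Ighg2b, Xist and Ddx3y, were chosen after their values were seen.
Alternatives were DESeq2 1.42.0, its size factors, upper quartile and full quantile normalization, edgeR's likelihood ratio test (with TMM and with full quantile normalization), no filter and a stricter filter, only the groups compared, a replicate block, log2 FPKM with pseudocounts of 1 and 0.1 (with genes kept at an FPKM of at least 1 in 3 libraries, or all genes) tested with limma, leaving out the genes of the cell type lists, and leaving out each library. Trends of each library with GC content and gene length were removed with smooth offsets (mgcv 1.9.3). The calls were tested on simulated data, with genes drawn independently and changes set in genes with at least 10 counts on average. At day 0, of 100 genes raised or lowered by a log2 fold change of 1, 82 were called. Of 100 changed by 2, 97 were, with 10 false calls (5.29% of calls). At day 4 these were 82, 95 and 14 (7.33%). A list raised in the simulated data was called, and of the 26 other lists camera called 0 and fry 1 at day 0 and none at day 4. Lists of independent genes do not show how often camera calls lists falsely where genes are correlated. In other splits of the real libraries, camera called up to 10 pathway lists for KO against WT at day 0 and 14 at day 4. These splits mix the genotypes and keep part of any difference between them, so not all of these calls need be false.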

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

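Apart from the removal of trends with GC content and gene length, the tests of explanations and the counts over other splits in this part were chosen only after the results were seen.

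Leukocyte genes, which the paper names as adhesion genes, stood out because lymphoid genes outside those it discusses were higher in WT at day 0. From camera, T cell markers were lower in KO with an adjusted p = 8.9e-06 (1 of 4 called, Ccl5) and plasma cell markers with an adjusted p = 2.7e-07 (2 of 3 called by edgeR, Igha and Ighg2b, and 0 by DESeq2). Of the 50 lymphoid genes listed and seen at day 0, which include those of these lists, 49 had higher normalized counts in WT (Glycam1, picked by the study, was left out, and Tcf7 had 19 to 45 counts in every library of both genotypes), and they summed to 337, 342 and 1059 counts in the WT libraries and 81, 79 and 44 in KO, the most abundant being Ighm with 279 counts in WT and 36 in KO and Igkc with 244 and 43. RNA from lymphoid tissue, such as a lymph node, in the WT preparations cannot be told apart from fewer leukocytes in the KO pancreas, since genes of lymph node stroma and venules, which leukocytes do not bring, were too few: of the 4 with counts besides Glycam1, 75% were higher in WT (Cxcl13 with 33 counts in WT and 1 in KO, Madcam1 and Chst4 with 4 and 0), and Ackr1 had 4 and 9. A lower share of acinar cells in WT would raise every other cell type alike. Islet (median log2 fold change in KO against WT -1.40, or -1.38 with genes absent from 1 genotype at their bound), smooth muscle (-1.28) and macrophage markers (-0.56) were lower in KO, as it predicts, but endothelial (0.24, quartiles 0.10 to 0.40) and fibroblast markers (0.22) were not, and the gap of 1.64 between the endothelial and islet medians (islet quartiles -1.73 to -0.97) argues against it as the whole cause, as the T cell list's highest adjusted p of 8.6e-04 after leaving out each WT library argues against 1 library as the whole source. A change of leukocytes in the KO pancreas, or of several cell types between the preparations, remains open and was not tested.

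Fibroblast markers, outside the pathways that Fig. S1c gives for day 4, were lower in KO at that day, with an adjusted p = 1.4e-12 from camera (0.0498 with an estimated correlation; 9 of 9 called), where another split of the libraries gave 3.7e-14 and 8 of 9 other splits called the list. Higher in KO were 4 single nuclear-retained RNAs, Malat1, Neat1, Meg3 and Kcnq1ot1, of which the latter 2 were chosen after their values were seen and which were not tested as a list, with Malat1 at a log2 fold change of 2.79 (6.78 ± 0.708 CPM in WT and 47.1 ± 1.74 in KO, SD, n = 3). After removal of trends with GC content and gene length, the fibroblast list had an adjusted p of 2.0e-14 and a median of -2.03 against -2.02 before, which argues against such a bias as the whole cause for these genes. For the 4 RNAs the test asked that all 4 stay called, which they did not. Malat1, Neat1 and Kcnq1ot1 did, with log2 fold changes of 2.70, 2.63 and 2.12 after 2.79, 2.70 and 2.36, which argues against such a bias as the whole cause for these genes. Meg3, at 1.71 (standard error 0.54 before) after 1.73, kept its size but not its call (adjusted p of 0.0559 after 0.0410), so the test cannot decide for it. A lower share of every cell type other than acinar cells in KO would lower their markers alike. Endothelial markers were lower too (median -1.33, adjusted p = 8.0e-04 from camera, adjusted p = 0.668 with an estimated correlation, 3.2e-25 in another split; 3 of 12 called), and mesothelial and islet markers had medians of -1.44 (2 genes) and -0.58, but smooth muscle markers had -0.18 and macrophage markers 0.21 (quartiles 0.00 to 0.55), and the gap of 2.23 between the macrophage and fibroblast medians (fibroblast quartiles -2.99 to -1.76) argues against it as the whole cause. Of 107 other long intergenic noncoding RNAs, 57.9% had a log2 fold change above 0 against 47.2% of protein coding genes (Fisher's exact test, which takes genes as independent, p = 0.0320). Their medians were 0.17 and -0.02, far below the changes of the 4 RNAs (1.73 to 2.79). A larger share of nuclear RNA in the KO libraries may thus add to the rise of the 4 RNAs, and is not shown to account for it. At day 1 the fibroblast list went the other way, higher in KO with a median of 1.57 and an adjusted p = 1.6e-05 from camera (0.488 with an estimated correlation, 1.0e-07 in another split; 0 of 9 called). Fewer fibroblasts in KO cultures at day 4, alone or with endothelial and mesothelial cells, or less growth of them, stay open and were not tested.

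ATF4 targets were higher in KO at day 0, outside the pathways the paper names, with an adjusted p = 1.8e-22 from camera but no call with an estimated correlation (adjusted p = 0.193), a median log2 fold change of 0.49 and 14 of 34 genes called. Other splits of the 6 libraries gave this list an adjusted p down to 6.9e-16, and 5 of 9 called it. Removal of trends with GC content and gene length left an adjusted p of 1.1e-26 and a median of 0.49, which argues against such a bias as the whole cause. Leaving out each library, or the WT libraries numbered 1, left 2.9e-15 or less. The call with the preset correlation thus did not hang on any 1 library. Other splits came as low. They mix the genotypes and keep part of their difference, so they do not show how low camera goes without one. The list of endoplasmic reticulum protein processing genes had a median of 0.07 (quartiles 0.00 to 0.20, against 0.23 to 1.18 for ATF4 targets). This argues against an unfolded protein response that raises these genes. It cannot decide on one that acts through ATF4 without raising them. A response to the loss of xCT in the KO cells stays open and was not tested.

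Other results stood out as differences between groups or as signals in genes outside those the paper discusses. The change from day 0 to day 1 differed between KO and WT for 13 genes, and the difference between KO and WT at day 4 differed from that at day 0 for 222 genes, by edgeR's test of the interaction. In the same test with camera, the ATF4 list had an adjusted p = 3.6e-12 and heat shock chaperones an adjusted p = 6.6e-06 from day 0 to day 1, and fibroblast markers an adjusted p = 1.3e-08 from day 0 to day 4 (0.365, 0.311 and 0.0505 with an estimated correlation). At day 0, smooth muscle markers were lower in KO with an adjusted p = 1.1e-04 from camera (0.0920 with an estimated correlation, 1.2e-04 in another split; 3 of 9 called). Islet markers were lower in KO at day 0 with an adjusted p = 2.1e-07 from camera (adjusted p = 0.260 with an estimated correlation), with 0 of 18 called by edgeR, 10 at an unadjusted p under 0.05, 1 called by DESeq2 and 4 by the likelihood ratio test, and another split of the libraries gave 1.6e-08. At day 1, heat shock chaperones were lower in KO with an adjusted p = 5.3e-11 from camera (0.0353 with an estimated correlation, 0.00263 in another split; 5 of 15 called). At day 4, proliferation genes were lower in KO with an adjusted p = 6.0e-08 from camera (adjusted p = 0.305 with an estimated correlation; 12 of 25 called), and another split gave 3.0e-09, with 7 of 9 other splits calling the list. At day 0, 7 of 10 mitochondrially encoded genes were lower in KO, and 6 after removal of trends with GC content and gene length. The histone gene Hist1h2al had 25, 34 and 28 counts in KO and 0 in each WT library at day 0, with a fitted log2 fold change of 10.16 that depends on edgeR's prior count.

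Each comparison of 3 libraries with 3 has 10 splits, too few for a share under 0.05. The real split called 7321 genes for WT day 1 against WT day 0, where the highest other called 0, 6904 against 0 for WT day 4 against day 1, and 7673 against 1 for KO day 1 against day 0. It called 155 against 8 for KO against WT at day 0, 192 against 1 at day 1 and 1350 against 2 at day 4, and 13 against 1 and 222 against 1 for the interactions from day 0 to day 1 and day 4. In each of these, 1 split, the real one, gave as many. At the study's thresholds, a side of the real split was set against the same side by size of the other splits. For genes higher in KO, the smaller side, 6 of 10 splits reached the real 144 (highest other 176), and for genes higher in WT, the larger side, 1 split reached the real 345 (highest other 344). The larger sides of the splits with WT replicates 2 and 3 on 1 side and WT replicate 1 with 2 KO libraries on the other held 274 to 344. For Fig. S1b, the smaller side, 1 split reached 538 (highest other 42). Pathway lists called with the preset correlation numbered 18 for WT day 1 against day 0 (1 split as many, highest other 15), 8 for WT day 4 against day 1 (4 splits, highest other 11), 5 for KO against WT at day 0 (5 splits, highest other 10), 6 at day 1 (5 splits, highest other 8) and 15 at day 4 (1 split, highest other 14).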

How the results depend on the processing

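The likelihood ratio test with the authors' normalized values, library totals, the ratio to Hprt and leaving out the WT libraries numbered 1 were chosen only after the results were seen, and the other settings were planned. Of the leading results over all settings, 456 values kept their direction and side of the threshold (or stayed within 1.5 times for counts), 17 were weaker, 4 stronger, 97 moved and 2 turned direction. Of named genes these were 6852, 412 and 211, with 22 that turned, and of the other lists 708, 63 and 10, with none that turned. Over all settings and comparisons, 122 values of named genes and 13 of lists had another direction with no call in either, where a gene or list can count more than once. Size factors and the replicate block left all 28 leading results as they were. The likelihood ratio test, DESeq2 and FPKM settings give no list tests. The cause was not tested, except that fewer libraries or genes enter where libraries, groups or low counts are left out. Of the paper's 347 genes higher in KO, 122 had fewer than 30 counts over the 6 day 0 libraries, with a median of 42.

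Genes called for KO against WT at day 0, day 1 and day 4, and for the interactions from day 0 to day 1 and day 4, were 296, 560, 2171, 136 and 527 with DESeq2, 375, 525, 2260, 122 and 588 with the likelihood ratio test, 239, 400, 2870, 41 and 525 with that test and full quantile normalization, and 355, 435, 2167, 155 and 640 with it and the authors' normalized values. Full quantile normalization gave 2130 at day 4 and 7 for the interaction with day 1. No filter gave 337 and 384 at day 0 and day 1, and 84 and 411 for the interactions. The stricter filter gave 128 for the interaction with day 4. Only the groups compared gave 66 at day 0, 3780 at day 4 and 7 for the interaction with day 1. Log2 FPKM gave at day 0, day 4 and the interaction with day 1 266, 293 and 42 with a pseudocount of 1, 248, 235 and 40 with 0.1 (106 at day 1), and 396, 426 and 42 with all genes (117 at day 1). Library totals gave 12504 for WT day 4 against day 1, 2398 for KO against WT at day 1 and 60 for the interaction with day 4. Log2 fold changes of KO against WT followed GC content (Spearman's rho -0.26, -0.05 and -0.34 at day 0, day 1 and day 4) and gene length (0.15, 0.18 and 0.30). After removal of these trends, 116, 173 and 1189 genes were called, against 155, 192 and 1350 before.

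Genes higher in KO and in WT at the study's thresholds, and for Fig. S1b, were 248 and 660 with no filter (within 1.5 times for Fig. S1b), 29, 50 and 133 with the stricter filter, 15, 30 and 120 with log2 FPKM and a pseudocount of 1, 80, 100 and 327 with 0.1, and 15, 36 and 120 with all genes. Only the groups compared gave 48 and 98. Genes higher in WT were 199 with full quantile normalization and 221 with the likelihood ratio test added. Genes higher in KO were 348 with the likelihood ratio test and the authors' values, and Fig. S1b gave 1328 with library totals.

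The FoxO list at day 0 lost its call with upper quartile (adjusted p = 0.0628), full quantile (0.0831), the stricter filter (0.0828), only the groups compared (0.0843), an estimated correlation (0.409) and without the WT libraries numbered 1 (0.291). Cysteine and methionine metabolism lost it with full quantile (0.0742) and an estimated correlation (0.409). Biosynthesis of amino acids gained a call without the WT libraries numbered 1 (0.0109) and with library totals (0.0284). From day 0 to day 1 in WT, the Hippo list lost its call with the stricter filter (0.130), library totals (0.0871) and an estimated correlation (0.183), as did MAPK (0.0669) and focal adhesion (0.129) with the latter. The PI3K-Akt list turned upward with fry (adjusted p = 0.0238).

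With library totals, Slc7a11 from day 1 to day 4 in WT turned to 1.11. Other log2 fold changes that turned were Akt1 0.28, Slc3a2 0.85, Rbpjl 0.24, Acsl1 0.03, Gata4 0.28 and Fth1 0.07 from day 0 to day 1, Slc3a2 0.70, Krt19 0.61, Tfrc 1.60, Fth1 1.87, Chac1 1.14, Gsr 1.89, Map1lc3b 0.71, Gclc 1.60 and Muc1 0.93 from day 1 to day 4, and Slc3a2 0.31 for KO against WT at day 1. Fth1 from day 1 to day 4 also turned with full quantile normalization with either test (0.37), the 3 FPKM settings (1.42) and the authors' values (1.50). The share of called genes that were higher was 51.5%, 50.2%, 54.8%, 18.8%, 37.5% and 52.5% for WT day 1, WT day 4, KO against WT at day 0, day 1 and day 4, and KO day 1, and with library totals 89.6%, 97.6%, 71.1%, 97.9%, 73.2% and 92.9% (70.0% against 15.4% for the interaction with day 1). At day 4 it was 50.8% with full quantile (1083 higher, 1047 lower), 54.1% with the likelihood ratio test added and 48.9% with only the groups compared. At day 1 it was 33.5% and 41.8% with the former 2, 35.2% with the likelihood ratio test, 31.2% with DESeq2 and 32.3% with no filter. For the interaction with day 1 it was 36.6% with the likelihood ratio test and full quantile, 40.2% with that test alone, 39.3% with no filter, 40.5%, 40.0% and 50.0% with the FPKM settings and 0% with only the groups compared. For that with day 4 (23.4% otherwise) it was 36.8% with the likelihood ratio test and full quantile, and 42.5%, 39.6% and 46.7% with the FPKM settings. With the authors' values it was 43.4% at day 1, 55.7% at day 4, and 41.3% and 42.5% for the interactions. At day 0 it was 42.5% with upper quartile, 37.9% with only the groups compared and 49.7% with log2 FPKM of all genes. Between days it stayed at 42.0% to 57.1% without library totals. The median of all genes moved to -0.15 and 0.13 with upper quartile for WT day 1 and WT day 4, and with library totals to 0.32, 0.15, 1.29 and 0.23 for KO against WT at day 1 and day 4, KO day 1 and the interaction with day 1.

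Leaving out 1 library gave 6731 to 7007 genes for WT day 1 against day 0, 6092 to 6428 for WT day 4 against day 1, 7098 to 7462 for KO day 1 against day 0, 67 (without WT day 0 replicate 2) to 222 (without WT day 0 replicate 3) for KO against WT at day 0, 45 (without WT day 1 replicate 2) to 214 at day 1, 609 (without KO day 4 replicate 2) to 876 at day 4, 3 (without WT day 0 replicate 2) to 43 (without WT day 0 replicate 1) for the interaction with day 1 and 74 (without KO day 4 replicate 2) to 354 (without WT day 0 replicate 1) for that with day 4. Of the values with 1 library left out, 4 of 6 at day 0, 3 of 6 at day 1, 6 of 6 at day 4, and 9 and 10 of 12 for the interactions lay over 1.5 times away. Genes higher in KO at the study's thresholds were 164 to 229 (without WT day 0 replicate 3), genes higher in WT 284 to 431 and Fig. S1b 534 to 609. The adjusted p of cysteine and methionine metabolism ranged from 4.6e-04 to 0.182 (without WT day 0 replicate 3; 0.165 without KO day 0 replicate 2), of biosynthesis of amino acids from 0.0122 (without WT day 0 replicate 1; 0.0471 without KO day 0 replicate 1) to 0.828, of FoxO from 0.00846 to 0.292 (without WT day 0 replicate 1; 0.104 without KO day 0 replicate 3), of glutathione metabolism from 0.158 to 0.961 and of ferroptosis at day 0 from 0.235 to 0.803.

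With a replicate block, genes called were 7166, 6634, 138, 190, 1266 and 7474 for the comparisons in the order of the shares above, and 15 and 226 for the interactions. Residuals of libraries with the same number correlated from -0.04 to 0.22 over 18 pairs of days of 1 genotype (median 0.07, 4 over 0.1, 13 highest with their own number) and from -0.13 to 0.16 over 9 pairs of KO and WT (median -0.03, 1 highest with its own number). WT replicate 1 had counts of Ddx3y and 0 or 1 of Xist at all 3 days, while WT replicates 2 and 3 had no count of Ddx3y, so the number follows a source across days for WT replicate 1, and whether it does for the others is open.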

Differences from the paper's values

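Fisher's exact tests, and the likelihood ratio test with the authors' normalized values, were chosen only after the values were seen. Counts are compared at the paper's thresholds, and log2 fold changes in the paper's direction, which is day 0 against day 1 and WT against KO. A log2 fold change came to the paper's value where its sign was the same and the gap was within a limit. This limit was the larger SD of log2 CPM in the groups compared. Gaps in genes with a wide spread are therefore not listed, such as that of Ptprc at day 0 (5.19 in the paper and 4.24 here).

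The paper's 347 genes higher in KO at day 0 compare with 144. Of the 13 alternatives set before the data were examined, only no filter, with 248, came within 1.5 times, and the other 12 did not, nor did leaving out any of 6 libraries. The likelihood ratio test with the authors' normalized values, chosen after seeing the values, gave 348 genes, of which 300 are among the paper's, and it drops 47 of the paper's 347. The setting used here shares 123 with the paper and drops 224.

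Of the paper's table of day 0 against day 1 in WT, the first 1999 genes were available. For this comparison, the paper's log2 fold change of Acsl4 is -1.47 and here -1.79. Upper quartile, full quantile with either test and log2(FPKM + 0.1) came to the paper's value, the other 9 of 13 alternatives did not, and leaving out WT day 0 replicate 2 did. The paper's value for Reg3g is -8.90 and here -4.77, and the 3 FPKM settings came to the paper's value while the other 10 alternatives did not. For F3 the paper's value is -4.96 and here -4.39, and for Fgl1, with 2 counts at day 0, the paper's value is -4.42 and here -3.27 (a ratio of 9.94, 95% counting interval 2.59 to 84.7). None of their 12 and 10 alternatives came to the paper's values, while leaving out WT day 0 replicate 2 or WT day 1 replicate 3 did for F3 and leaving out WT day 0 replicate 1 or replicate 3 did for Fgl1.

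For WT against KO at day 0, the paper's log2 fold change of Slc7a11 is 5.25 and here 3.98. None of 12 alternatives came to the paper's value, and leaving out KO day 0 replicate 2 did. The paper's value for Fth1 is -0.58 and here 0.05, with the 3 FPKM settings at the paper's value and the other 10 of 13 alternatives not. The paper's value for Plk3 is -1.58 and here -0.72. Full quantile with either test, no filter and log2(FPKM + 0.1) came to the paper's value, the other 7 of 11 alternatives did not, and leaving out WT day 0 replicate 3 or KO day 0 replicate 3 did.

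The paper describes Plk3 and Mapk11 as highly expressed in KO, and here they had adjusted p-values of 0.691 and 0.345 from edgeR, with Mapk11 called (0.0478) only by the likelihood ratio test with the authors' normalized values, chosen after seeing the data. At the study's thresholds Mapk11 was among the 144 genes higher in KO. Its log2 fold change in WT against KO was -2.80 in the paper and -2.55 here. The paper describes Ptgs2 as higher in KO by RT-qPCR, and here Ptgs2 had adjusted p-values of 0.912 at day 1 and 0.503 at day 4 from edgeR. It names ferroptosis, glutathione metabolism and biosynthesis of amino acids among the enriched pathways, and here their lists had adjusted p-values of 0.603, 0.421 and 0.262 from camera, the last of which passed without WT day 0 replicate 1 (0.0122) or KO day 0 replicate 1 (0.0471) and, in settings chosen after seeing the data, without the WT libraries numbered 1 (0.0109) and with library totals (0.0284), while cysteine and methionine metabolism and the FoxO pathway passed, with 0.0197 and 0.0382 (adjusted p = 0.409 for both with an estimated correlation). Among the paper's own 347 genes, Fisher's exact test gave ferroptosis 1 gene (adjusted p = 1.00), glutathione metabolism 4 (adjusted p = 0.264), cysteine and methionine metabolism 1 (adjusted p = 1.00), FoxO 4 (adjusted p = 0.531) and biosynthesis of amino acids 0. The caption of Fig. 2e names no fold cut for its genes. Among all 960 genes of the paper's table that are higher in KO, these 5 lists held 7 (adjusted p = 0.0391), 9 (0.0391), 9 (0.00927), 13 (0.00927) and 11 genes (0.0129) in Fisher's exact test, as the paper reports, and among the 934 here 6 (adjusted p = 0.116, unadjusted 0.0388), 7 (0.179, unadjusted 0.0663), 10 (0.00194), 13 (0.00896) and 10 (0.0399). It names PI3K-Akt among pathways changed in culture, and here that list had an adjusted p = 0.709 from camera in WT at day 1 (median log2 fold change -0.11, mean 0.32), while fry called it (adjusted p = 0.0238). The paper also reports no difference in differentiation markers between KO and WT, with Amy2 and Krt19 measured by RT-qPCR in mouse cultures. Here, acinar enzymes and dedifferentiation markers were lower in KO at day 4 (adjusted p = 1.1e-12 and 1.6e-04 from camera). Another split of the day 4 libraries gave acinar enzymes 9.0e-27. At day 0 neither list passed (0.417 and 0.143).

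Fig. S1c gives pathways as higher in KO at each day, and lists stand here for part of them. At day 1, cysteine and methionine metabolism, glutathione metabolism, ferroptosis, PI3K-Akt, focal adhesion and MAPK had an adjusted p = 0.954 from camera, and biosynthesis of amino acids and endoplasmic reticulum protein processing 0.508. Full quantile normalization called the last of these, and library totals, chosen after seeing the data, called it and cysteine and methionine metabolism. At day 4, FoxO had 0.394, PI3K-Akt 0.108, MAPK 0.487 and apoptosis 0.332. At day 0, the p53 pathway had 0.207, while fry (adjusted p = 0.0331) and Fisher's exact test (adjusted p = 0.0411, and 0.0666 with no fold cut) called it. As in that figure, ribosome biogenesis was higher at day 1 (adjusted p = 4.9e-09 from camera, with 0.207 at an estimated correlation and 0.0715 from fry) and p53 at day 4 (2.3e-04, 0.0408 with an estimated correlation). At the study's thresholds, 176 genes were higher in KO at day 1 and 177 at day 4. Ribosome biogenesis held 0 of the former and p53 0 of the latter. Focal adhesion held 4 at day 1 (Fisher's exact test, adjusted p = 0.0869). Endoplasmic reticulum protein processing at day 4 had 0.0465 from camera and lost this call with an estimated correlation (0.629), fry (0.684), size factors, no filter, the stricter filter, only the groups compared, without the WT libraries numbered 1 and without 4 of 6 libraries.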

Other observations

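The tests in this part were planned, except Fisher's exact tests and the other splits, which were chosen only after the results were seen. At day 4, focal adhesion genes and dedifferentiation markers were lower as groups in KO than in WT cultures, and genes of the p53 pathway were higher. Col1a1, a collagen of connective tissue, stood at 16.3 ± 6.03 CPM in KO against 157 ± 22.7 in WT (SD, n = 3), the intermediate filament gene Vim at 2.51 ± 1.10 against 21.0 ± 5.04 and the duct keratin Krt19 at 106 ± 4.30 against 193 ± 22.7. By RT-qPCR of Amy2 and Krt19 in mouse cultures (Fig. S5f, g), the paper reports no difference in differentiation markers between the genotypes. Of 46 focal adhesion genes, 15 were lower and none higher (23 lower when adjusted over the list alone; adjusted p = 2.4e-11 from camera, 0.0408 with an estimated correlation), among them the integrin Itga5 at a log2 fold change of -1.08 (standard error 0.16). Dedifferentiation and pancreatitis markers were lower in 7 of 24 cases (7 when adjusted over the list alone; adjusted p = 1.6e-04 from camera, 0.0408 with an estimated correlation), such as Timp1, an inhibitor of metalloproteinases, at -2.27 (standard error 0.38). In the p53 pathway 7 of 31 genes were higher and 1 lower (9 and 1 when adjusted over the list alone; adjusted p = 2.3e-04 from camera, 0.0408 with an estimated correlation), with Mdm2, the ligase that degrades p53, at 56.2 ± 4.20 against 38.0 ± 3.34 CPM and the apoptosis gene Pmaip1 at 21.0 ± 1.32 against 12.7 ± 1.62. Of 30 acinar enzymes, 14 were lower (23 when adjusted over the list alone; adjusted p = 1.1e-12 from camera, adjusted p = 0.203 with an estimated correlation), with the colipase gene Clps at 293 ± 53.7 against 482 ± 158 CPM. Other splits of the 6 day 4 libraries gave focal adhesion an adjusted p down to 2.0e-12 (8 of 9 called it), the p53 pathway 7.1e-06 (6 of 9) and acinar enzymes 9.0e-27 (7 of 9), all smaller than the real split, and dedifferentiation markers 0.0101 (6 of 9). Fibroblast markers were lower too, and Firre, a nuclear RNA of the X chromosome, was higher at a log2 fold change of 2.61 (standard error 0.34).

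At day 1, some heat shock and acinar enzyme genes were lower in KO. Hsph1 stood at 131 ± 17.8 against 276 ± 36.8 CPM and the zymogen granule gene Zg16 at 6171 ± 197 against 10009 ± 226 (SD, n = 3). Of 30 acinar enzymes 5 were lower (17 when adjusted over the list alone; adjusted p = 7.9e-10 from camera, adjusted p = 0.687 with an estimated correlation), and of 28 ribosome biogenesis genes 1, Utp20, was higher (8 when adjusted over the list alone; adjusted p = 4.9e-09 from camera, adjusted p = 0.207 with an estimated correlation). Immediate early genes were lower in 2 of 22 cases, Dusp1 and Gadd45b (4 when adjusted over the list alone; adjusted p = 0.00108 from camera, adjusted p = 0.902 with an estimated correlation). The ATF4 list held 2 higher genes of 34, Slc7a3 and Jdp2 (5 higher and 1 lower when adjusted over the list alone; adjusted p = 0.00460 from camera, adjusted p = 0.979 with an estimated correlation). Other splits of the day 1 libraries gave acinar enzymes an adjusted p down to 0.0113 and ribosome biogenesis 1.8e-08, and immediate early genes 5.6e-04 and the ATF4 list 4.5e-04, which are smaller than in the real split. Ptgs2, used in the study as a marker of ferroptosis, had 0 counts in KO and 1 in WT at day 0, a log2 fold change of 0.25 (standard error 0.59, adjusted p = 0.912 from edgeR) at day 1 and -0.52 (standard error 0.41, adjusted p = 0.503) at day 4.

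Genes called in the same direction in KO against WT at all 3 days numbered 10: Moxd1 and Hist1h2al were higher, and Adh1, Camk2b, Cdhr2, mt-Cytb, Scd1, Selm, Slc7a11 and Smim24 lower. KO replicate 3 of day 0 held 19615 counts of Reg3b against 169 to 813 in the other 5 libraries, and KO replicate 2 held all 2848 counts of Amy2a2 at day 0, both chosen after their values were seen. The KO libraries of day 4 held 10311, 12218 and 13578 counts of Xist and WT replicates 2 and 3 held 2367 and 1606, while WT replicate 1 held 0 and had 92 counts of Ddx3y.

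The other lists had these results. From day 0 to day 1 in WT, immediate early and AP-1 genes rose in 14 of 22 cases (15 when adjusted over the list alone; adjusted p = 1.1e-07 from camera, adjusted p = 0.143 with an estimated correlation), inflammatory cytokines in 12 of 14 (12 when adjusted over the list alone; adjusted p = 9.8e-07, adjusted p = 0.159 with an estimated correlation), and ribosome biogenesis genes in 24 of 28 cases with 1 lower (24 and 1 when adjusted over the list alone; adjusted p = 8.0e-07, adjusted p = 0.108 with an estimated correlation). Endoplasmic reticulum protein processing genes fell in 16 of 25 cases with 3 higher (17 and 3 when adjusted over the list alone; adjusted p = 3.5e-05, adjusted p = 0.305 with an estimated correlation). The macrophage and monocyte list had 8 lower and 2 higher of 10 (8 and 2 when adjusted over the list alone; adjusted p = 0.0373 from camera, adjusted p = 0.437 with an estimated correlation), and the intestinal epithelium list 1 lower of 3 (1 when adjusted over the list alone; adjusted p = 0.812, with a median log2 fold change of 0.15 and a mean of -2.18). Too small for a test, and given for KO against WT at day 0, B cell markers had 0 of 2 called by edgeR (2 lower when adjusted over the list alone and at an unadjusted p under 0.05; 0 called by DESeq2 and 1 by the likelihood ratio test), lymph node stroma and high endothelial venule markers 1 lower of 1, neutrophil markers 0 of 1 by edgeR (1 lower when adjusted over the list alone and at an unadjusted p under 0.05; 0 called by DESeq2 and 1 by the likelihood ratio test), and mesothelial, red blood cell and Schwann cell markers 0 of 2, 1 and 2 by edgeR, DESeq2 and the likelihood ratio test, with 0 at an unadjusted p under 0.05.

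Among the paper's 347 genes higher in KO, dedifferentiation and pancreatitis markers numbered 6 (Fisher's exact test, adjusted p = 2.4e-04): Gdf15, Krt20, Reg2, Reg3a, Reg3b and Reg3g. Among the 144 here, these 6 gave an adjusted p = 2.3e-06 in that exact test. With no fold cut the list held 8 genes in both (adjusted p = 0.00227 and 0.00145). KO replicate 3 held 2254 of 2484 KO counts of Reg3a, 19615 of 20597 of Reg3b and 4257 of 4411 of Reg3g, so these 3 rest on 1 library.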
